# Expression analysis of genes related to cold tolerance in* Dendroctonus valens*

**DOI:** 10.7717/peerj.10864

**Published:** 2021-03-09

**Authors:** Dongfang Zhao, Chunchun Zheng, Fengming Shi, Yabei Xu, Shixiang Zong, Jing Tao

**Keywords:** *Dendroctonus valens*, Cold tolerance, Transcriptome, High-throughput sequencing, Real-time quantitative PCR

## Abstract

Pine beetles are well known in North America for their widespread devastation of pine forests. However, *Dendroctonus valens* LeConte is an important invasive forest pest in China also. Adults and larvae of this bark beetle mainly winter at the trunks and roots of *Pinus tabuliformis* and *Pinus sylvestris*; larvae, in particular, result in pine weakness or even death. Since the species was introduced from the United States to Shanxi in 1998, its distribution has spread northward. In 2017, it invaded a large area at the junction of Liaoning, Inner Mongolia and Hebei provinces, showing strong cold tolerance. To identify genes relevant to cold tolerance and the process of overwintering, we sequenced the transcriptomes of wintering and non-wintering adult and larval *D. valens* using the Illumina HiSeq platform. Differential expression analysis methods for other non-model organisms were used to compare transcript abundances in adults and larvae at two time periods, followed by the identification of functions and metabolic pathways related to genes associated with cold tolerance. We detected 4,387 and 6,091 differentially expressed genes (DEGs) between sampling dates in larvae and adults, respectively, and 1,140 common DEGs, including genes encoding protein phosphatase, very long-chain fatty acids protein, cytochrome P450, and putative leucine-rich repeat-containing proteins. In a Gene Ontology (GO) enrichment analysis, 1,140 genes were assigned to 44 terms, with significant enrichment for cellulase activity, hydrolase activity, and carbohydrate metabolism. Kyoto Encyclopedia of Genes and Genomes (KEGG) classification and enrichment analyses showed that the lysosomal and purine metabolism pathways involved the most DEGs, the highly enriched terms included autophagy—animal, pentose and glucuronate interconversions and lysosomal processes. We identified 140 candidate genes associated with cold tolerance, including genes with established roles in this trait (e.g., genes encoding trehalose transporter, fructose-1,6-bisphosphatase, and trehalase). Our comparative transcriptome analysis of adult and larval *D. valens* in different conditions provides basic data for the discovery of key genes and molecular mechanisms underlying cold tolerance.

## Introduction

*Dendroctonus valens*, the red turpentine beetle, is a species of bark beetle that mainly attacks the base of the trunk *P. tabuliformis*. Adults generally lay eggs in the phloem at the base of the trunk or 1.5 m below the base. After hatching, larvae consume decaying phloem and form a common tunnel. Adults and larvae eat the phloem, destroy the cambium, and cut off nutrient transport in swarms, thereby affecting tree growth or even causing death. This damage reduces the economic and landscape value of the tree (Yan et al., 2005).

*Dendroctonus valens* was introduced to Shanxi Province in 1998 and spread rapidly due to the abundant *Pinus* hosts and warm and dry climate (Sun et al., 2013). The species was introduced to Hebei and Henan in 1999 (Sun et al., 2004), Shaanxi and Qinghai in 2001, and Beijing in 2005, and its distribution continued to expand northward. By 2017, it reached to Chaoyang of Liaoning and Chifeng of Inner Mongolia at approximately 41.5°N latitude.

Insect cold tolerance has been studied since the 1960s (Belehradek, 1957; Salt, 1961). Research in this area has progressed rapidly since the 1990s, in large part owing to theoretical advances related to insect cold tolerance (Huey et al., 1992; Bale, 2002). Technological and scientific developments have enabled a deeper understanding of cryobiology. Various omics technologies have been used to characterize the molecular mechanisms underlying cold tolerance. Recent studies of cold tolerance in insects have focused on the determination of the supercooling point, survival in low-temperature conditions, the cold tolerance index, and the influence of cold acclimation on insect biology. Transcriptome techniques, such as gene chip technology, expressed sequence tags, serial analysis of gene expression, and RNA sequencing, have been used to identify highly expressed cold-related genes in insects (Barth et al., 2018; Chen et al., 2019; Enriquez & Colinet, 2019). To screen cold-tolerant genes, a variety of tools for studying differential gene expression are available, including cDNA library screening, suppression subtractive hybridization, and microarray screening (Parker et al., 2018; Martinson et al., 2019; Wang et al., 2019). Two-dimensional electrophoresis, mass spectrometry, nuclear magnetic resonance, and affinity chromatography technology have been used to separate and purify antifreeze proteins extracted from insects, analyze the amino acid composition, and explore the structural characteristics and mechanism of action (Tomalty et al., 2019; Xiang et al., 2020; Graham et al., 2020). Extensive research has confirmed that cold acclimation influences cold tolerance in insects, as determined by a variety of physiological and biochemical methods, such as analyses of the difference between dry and wet weights, differential scanning calorimetry, spectrophotometry, and capillary gas spectroscopy (Holmstrup, 2018; Verheyen et al., 2018; Pei et al., 2020).

In view of the expansion of the distribution of *D. valens*, extensive research has focused on biological characteristics (Liu, Xu & Sun, 2014; Zhang et al., 2010; Lindeman & Yack, 2015; Liu et al., 2017), risk analyses (Liu, Xu & Sun, 2014), biological control (Storey, Storey & Zhang, 2011; Yang, Wang & Zhang, 2014), symbiotic bacteria (Wang et al., 2012; Raffa, Hanshew & Mason, 2016; Wang et al., 2017), and pheromones (Chen et al., 2010; Xu, Liu & Sun, 2014a; Xu, Liu & Sun, 2014b; Kelsey & Westlind, 2018), but studies of the molecular mechanisms underlying cold tolerance in *D. valens* are lacking. Other researches on the cold tolerance of bark beetles are mainly reflected in the physiological and biochemical analysis. Many scholars have measured the low temperature survival, supercooling ability, hemolymph osmotic pressure, lipid and carbohydrate reserves, and concentration of potential cryoprotectant glycerol of other bark beetles (such as *Ips typographus, Pityogenes chalcographus, Dendroctonus armandi, Dendroctonus ponderosae, Pityophthorus juglandis,* tiger beetles), the seasonal development of physiological indices underlying gradual acquisition of relatively high cold tolerance to determine the possible overwintering strategies were described (Régnière & Bentz, 2007; Koštál et al., 2011a; Koštál et al., 2011b; Koštál et al., 2014; Wang et al., 2016; Bleiker, Smith & Humble, 2017; Hefty et al., 2017; Dai et al., 2019; Burns et al., 2020). In addition, previous work has shown that glycerin enhances the cold tolerance of *D. ponderosae* during overwintering (Bonnett et al., 2012; Fraser et al., 2017). Cold tolerance is an important indicator of the population density, diffusion, and distribution of insects and can explain adaptation to low temperatures in northern regions. Genes related to cold tolerance in insects have been identified in cold-sensitive *Drosophila melanogaster* (Hoffmann, 2010). A number of candidate genes and proteins related to low-temperature responses (e.g., factors involved in metabolism, the epidermis, cytoskeleton, immune function, and signal transduction (Vesala et al., 2012; Isobe, Takahashi & Tamura, 2013; Parker et al., 2015)) have been reported in drosophila, including heat shock proteins (HSPs) (Colinet et al., 2013; Enriquez & Colinet, 2019) and Frost genes (Colinet et al., 2013; MacMillan et al., 2017).

Transcriptomics, as a bridge linking genomics and proteomics, has been applied in many fields of biology. It is a powerful tool to evaluate gene expression differences, phylogenetic relationships, rates of protein evolution, genotype–phenotype correlations, chromosome structure, and regulatory mechanisms, as well as for the development of molecular markers and functional genomics research (Oppenheim et al., 2015). In recent years, with the reduction of sequencing costs, transcriptome sequencing has become increasingly common, particularly RNA-Seq analyses using high-throughput sequencing technology. An obvious advantage of RNA-Seq is the ability to directly assess sequences without prior knowledge of gene structure and to identify novel transcripts. This method enables studies of gene expression in non-model insects and species without sequenced genomes (Malone & Oliver, 2011; Alvarez, Schrey & Richards, 2015; Jazayeri, Munoz & Romero, 2015).

In this study, high-throughput transcriptome sequencing was used to explore key genes and metabolic pathways related to responses to low temperatures in *D. valens*. These results provide a foundation for further molecular and functional studies of this trait and provide a theoretical reference for the development of a prevention and control strategy.

## Materials and Methods

### Experimental insects

*Dendroctonus valens* late instar larvae and adults were collected from the field on January 19, 2019, and May 11, 2019, in Heilihe National Nature Reserve, Ningcheng County, Chifeng City, Inner Mongolia (Longitude: 118.43°E; Latitude: 41.41°N; Altitude: 1,050 m). Liu Yushan, head of Chifeng Forest Protection Station in Inner Mongolia, has approved sample collection. The average temperature was −7.36 °C and 18.82 °C on these months respectively (http://data.cma.cn/). The samples were stored in liquid nitrogen, brought to the laboratory, and stored at −80 °C until RNA extraction.

### RNA extraction, cDNA library construction and sequencing

Total RNA was extracted from *D. valens* collected in January and May using TRIzol reagent (Ambion, Austin, TX, USA) and the RNeasy Plus Mini Kit (No. 74,134; Qiagen, Hilden, Germany) following the manufacturers’ instructions. The larvae under cold and normal temperature are referred to as CL and NL respectively, and the adults under cold and normal temperature are referred to as CA and NA respectively. The biological material was whole insect. Each sample consisted of a single individual, and three biological replicates were evaluated per sample. The purity, concentration, and integrity of the total RNA samples were measured using the NanoDrop2000 (IMPLEN, Westlake Village, CA, USA), Agilent 2100 (Agilent Technologies, Santa Clara, CA, USA) and 1.0% agarose gel electrophoresis. Library construction required a sample of ≥2 µg, a concentration of ≥ 50 ng/µl, clear RNA bands, no contamination by impurities (such as pigments, proteins, and sugars), a ratio of 28/23S: 18/16S of >1, RIN value of ≥ 6.5, OD_260∕280_ ≥ 1.8, and OD_260∕230_ ≥ 1.5.

RNA purification, library construction and sequencing were performed at Shanghai Majorbio Bio-pharm Biotechnology Co., Ltd. (Shanghai, China) according to the manufacturer’s instructions (Illumina, San Diego, CA). The RNA-seq transcriptome libraries were prepared using Illumina TruSeqTM RNA sample preparation Kit (San Diego, CA). Poly(A) mRNA was purified from total RNA using oligo-dT-attached magnetic beads and then fragmented by fragmentation buffer. Taking these short fragments as templates, double-stranded cDNA was synthesized using random hexamer primers. Then the synthesized cDNA was subjected to end-repair, phosphorylation and ‘A’ base addition according to Illumina’s library construction protocol. Libraries were size selected for cDNA target fragments of 200–300 bp on 2% low range ultra agarose followed by PCR amplified using Phusion DNA polymerase (New England Biolabs, Boston, MA) for 15 PCR cycles. Subsequently, the library preparations were sequenced on an Illumina Hiseq xten/NovaSeq 6000 sequencer (Illumina, San Diego, CA) for 2 × 150 bp paired-end reads. All raw sequence data were deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) database under BioProject accession number PRJNA609406. The assembled sequences have been submitted to the Gene Expression Omnibus (GEO) with accession number GSE156139. This Transcriptome Shotgun Assembly project has been deposited at GenBank under the accession GIWV00000000. The version described in this paper is the first version, GIWV01000000.

### Sequence data analysis and assembly

The Illumina platform converts sequenced image signals into text signals through CASAVA Base Calling and stores these raw data in fastq format. Data for each sample were identified according to the index sequence for subsequent analyses. Fastx_toolkit_0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/) was used to analyze the base quality, *A*∕*T*∕*G*∕*C* base content, and base error rate distribution for each sample, as well as the Q20, Q30, and GC contents. SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) were used to eliminate raw sequencing data, including adapter sequences, at 3′ end quality reads of <20, sequences with a high N rate of >10% (where N indicates uncertain base information), and sequences of <30 bp after quality trimming. All sequenced reads after quality control were performed de novo assembly using Trinity_v2.8.5 (https://github.com/trinityrnaseq/trinityrnaseq/wiki). TransRate _v1.0.3 (http://hibberdlab.com/transrate/) was used to filter and optimize the sequences obtained from the de novo assembly of the transcriptome. By the evaluation of common errors, such as chimeras, structural errors, base errors, and incomplete assemblies, a quality score for each contig was obtained, and these were integrated to obtain an overall score for filtering optimization (Smith-Unna et al., 2016). CD-HIT_v4.5.7 (threshold: 0.99) (http://weizhongli-lab.org/cd-hit/) was used to remove redundant and similar sequences by a sequence clustering method (Li & Godzik, 2006). The completeness of the assembly was assessed with the Benchmarking Universal Single-Copy Orthologs (BUSCO, version 3.0.2, http://busco.ezlab.org) tool using the metazoa_odb9 (2016-02-13) dataset. BUSCO can identify complete, duplicated, fragmented and missing genes, analyze the completeness of annotated genes and transcriptomes, and perform similar quality comparisons of different data sets (Simao et al., 2015; Waterhouse et al., 2018).

### Functional annotation of genes

BLAST was used to obtain homologous sequences by searching against several public protein databases, including the NCBI non-redundant (Nr) protein database, the Swiss-Prot protein database, the Protein Family (Pfam) database, the Cluster of Orthologous Groups (COG) database, the GO database (Camacho et al., 2009), and the KEGG database (Kanehisa, 2000). DIAMOND_v0.8.37.99 (E-value: 1e−5) was used for comparisons with the NR library, the annotation of *D. valens* transcript sequences from homologous sequences in other species, and functional annotations of proteins (Buchfink, Xie & Huson, 2015). BLAST2GO_2.5.0 (E-value: 1e−5) was used to evaluate functions of genes and gene products according to the three major GO categories, biological processes, cellular components, and molecular functions (Conesa et al., 2005). KOBAS_2.1.1 (E-value: 1e−5) was used for a KEGG pathway analysis and DIAMOND_v0.8.37.99 (E-value: 1e−5) was used to identify COG groups (Xie et al., 2011).

### Differential gene expression analysis

Bowtie2_2.3.5.1 (https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.3.5.1/) was used to compare the sequence data after quality control with assembled non-redundant transcriptome sequences. The read counts of a gene in each sample were estimated by mapping clean reads to the Trinity transcripts assembled by RSEM_v1.2.31 (Li & Dewey, 2011). The Fragments Per Kilobase per Million mapped reads (FPKM) method can be used for standardization to eliminate the effect of gene length and sequencing volume on estimates of expression levels. DESeq2 (Version 1.24.0) and the negative binomial distribution (http://bioconductor.org/packages/stats/bioc/DESeq2/) were used for a statistical analysis to obtain the differentially expressed gene set between wintering periods in *D. valens*. Differentially expressed genes can be divided into up-regulated and down-regulated genes. The samples collected in May are used as controls, the expression level of a gene in January is stronger than that in May, which is an up-regulated gene, and vice versa. In the differential expression analysis, the Benjamini–Hochberg method was used to correct for multiple testing; the corrected *p*-value is referred to as *p*-adjust, and the default value for *p*-adjust was used as the threshold for screening differentially expressed genes (Benjamini & Yekutieli, 2001). In particular, the default screening parameters were *p*-adjust < 0.01 and —log2FC—≥ 1. FC (fold change) for the identification of a difference in the expression of unigenes between the two groups of samples. The screening results are presented in the form of a volcano plot.

To identify functions associated with the differentially expressed gene set, Goatools_0.6.5 was used to perform a GO enrichment analysis of the genes using Fisher’s exact test (Klopfenstein et al., 2018). The Bonferroni method was used to correct *p*-values. A corrected *p*-value (FDR) of <0.05 indicated significant enrichment for the GO term. To systematically analyze the metabolic pathways involving the differentially expressed genes and the functions of their gene products, Fisher’s exact tests were used. Similar to the GO enrichment analysis, when the *p*-value (FDR) was less than 0.05, the KEGG pathway was considered significantly enriched in the gene set (Du et al., 2014; Kanehisa et al., 2017).

### Gene expression validation by real-time quantitative PCR

To validate the reliability of RNA-Seq data, 14 common DEGs both larvae and adults were selected for an quantitative real-time PCR (qRT-PCR) assay, using TUB and PRS18 as reference genes for larvae and adults, respectively (Zheng et al., 2020). Primers were designed using Primer 3Plus (Untergasser et al., 2007) and synthesized by Ruibo Xingke Biotechnology Co., Ltd. (Beijing, China) (Table S1). A 5 × gradient dilution of the cDNA of adults and mature larvae was used as a template to draw the standard curve to determine the amplification efficiency of primers. The target fragment was amplified by conventional PCR and the optimal reaction conditions were explored. The SYBR Green dye method was used for qPCR, and the procedure was performed according to the instructions provided with the Fluorescence Quantitative Reaction Kit (Roche, Basel, Switzerland). The reaction system (12.5 µL) included SYBR® Premix Ex TaqII (6.25 µL), 0.5 µL of 10 µmol/L forward primer, 0.5 µL of 10 µmol/L reverse primer, cDNA (1 µL), and ddH_2_O (4.25 µL), mixed well on ice. PCR conditions were as follows: 95 °C for 3 min, 40 cycles at 95 °C for 10 s, 60 °C for 30 s, and 65 °C to 95 °C in increments of 0.5 °C for 5 s to generate melting curves. Each reaction was performed for three biological and three technical replicates. The experimental data were normalized by the 2^−ΔΔt^ method (Livak & Schmittgen, 2001). GraphPad Prism 7 was used for statistical analyses and generating plots of real-time PCR results.

## Results

### Sequencing and assembly of *D. valens* transcriptomes

The Illumina sequencing platform was used to sequence 12 samples of *D. valens*. 

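The 12 libraries are single insects in 4 groups of 3: January larvae, May larvae, January adults and May adults. The paper's Table 1 lists 6.41 to 7.44 Gb of clean bases for the January larvae, 6.14 to 6.67 Gb for the May larvae, 7.28 to 7.78 Gb for the January adults and 7.44 to 8.23 Gb for the May adults, with medians of 7.00, 6.43, 7.51 and 7.98 Gb. The values used here are the FPKM deposited by the authors for 58956 unigenes, computed with RSEM from reads placed on the Trinity assembly. The paper's text gives 50677 unigenes and states that sequences contaminated by nematodes were deleted. Its 27047 unigenes with an Nr match are 45.9% of 58956, the share the paper gives, and 53.4% of 50677, so the FPKM cover the larger set, and which unigenes were deleted is not known here. A unigene was tested in a stage when at least 3 of its 6 libraries reached 1 FPKM, which left 11635 unigenes in larvae and 23423 in adults. Each stage was tested on its own with limma-trend on log2(FPKM + 1), January against May, two-sided, with the paper's thresholds of an adjusted p under 0.01 and an absolute log2 fold change of at least 1. A unigene called in only 1 stage is taken to differ between the stages only where the test of the stage by month interaction, run on 28117 unigenes over all 12 libraries, passes the same thresholds.

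With FPKM as deposited the median log2 fold change of all unigenes tested is 1.26 in larvae and 1.02 in adults, so most unigenes lie higher in January before any single one is tested. The scaling of the libraries was therefore varied in 4 ways, chosen after the values had been seen. Median-of-ratios scaling moves the 2 medians to 0.33 and 0.06, the same scaling taken over unigenes with a *Dendroctonus ponderosae* match (*D. ponderosae* scaling) to 0.38 and 0.96, an equal FPKM sum per library to 1.34 and 0.79, and an equal sum without the 20 most abundant unigenes to 1.29 and 0.48. Gene groups were fixed by keyword, GO term or KEGG pathway before the files were opened, either in the first 712 rows of Table S3, the paper's list of its 1140 common DEGs, or in the first 1999 rows of the Nr annotation. Groups from Table S3 were selected by the study from these same libraries, so their counts are not independent evidence of a change. Higher calls in any group are to be read beside those over all unigenes tested. With FPKM as deposited these are 3727 of 11635 in larvae and 6624 of 23423 in adults.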

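Some of the insect transcriptome belongs to a handful of very abundant transcripts, and in a whole insect these often encode digestive enzymes, storage proteins or mitochondrial RNAs. TRINITY_DN19707_c2_g1, which has no match among the annotations used here, takes 6.71 ± 1.56% of all FPKM in January larvae, 7.82 ± 4.65% in January adults and 13.2 ± 3.11% in May adults (SD, n = 3 libraries each). In May larvae the most abundant unigene is TRINITY_DN19147_c0_g1 at 17.7 ± 9.38%, followed by the *D. ponderosae* match TRINITY_DN20229_c0_g1 at 6.30 ± 5.50%. May adults carry TRINITY_DN23862_c2_g1 at 5.44 ± 0.567%. The 20 most abundant unigenes hold 33.6 ± 7.93% of the FPKM in January larvae and 49.0 ± 14.3% in May larvae (exact permutation p = 0.2), and 24.2 ± 11.6% in January adults and 43.3 ± 8.36% in May adults (p = 0.2).

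January larvae have 19800 ± 5471 unigenes at or above 1 FPKM and May larvae 11133 ± 4805 (exact permutation p = 0.2), and adults have 27096 ± 2060 in January and 19842 ± 2817 in May (p = 0.1, the smallest value that 3 against 3 libraries can give). The GC content in Table 1 averages 42.7 ± 0.764% in January larvae against 48.9 ± 1.74% in May larvae (exact permutation p = 0.1), and 41.5 ± 1.32% in January adults against 38.9 ± 1.01% in May adults (p = 0.2).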

Over 6.1 Gb of clean data were obtained for each sample, with Q30 ≥ 93.21%, Q20 ≥ 97.82%, and a GC content of 42.98% (Table 1). Trinity was used to assemble all clean reads from scratch, and 90,404 transcripts were obtained. After clustering and reducing redundancy, 50,677 unigenes were obtained. The average transcript length after assembly was 911.08 bp, N50 was 1,803 bp, and the BUSCO score was C:89.2%[S:84.9%,D:4.3%], F:6.9%, M:3.9%, n:978 (Table S2). Based on these parameters, the data quality and reliability were high, meeting the requirements for further analyses.

**Table 1:** Statistical summary of sequencing data for 12 cDNA samples from *D. valens*.

**Sample**	**Rawbases**	**Cleanbases**	**Error rate (%)**	**Q20(%)**	**Q30(%)**	**GC content (%)**
CL_1	7625015592	7435581614	0.0258	97.81	93.21	42.31
CL_2	6606424254	6408262061	0.0258	97.82	93.23	42.14
CL_3	7213969734	7003588404	0.0253	98.01	93.71	43.54
NL_1	6855725858	6669592971	0.0247	98.16	94.46	49.37
NL_2	6275942634	6141265236	0.0245	98.22	94.58	46.91
NL_3	6658060516	6433890287	0.0251	97.96	94.05	50.28
CA_1	7973857302	7780530188	0.0235	98.61	95.64	42.34
CA_2	7687548920	7512555521	0.0237	98.55	95.48	42.12
CA_3	7478884134	7284498797	0.0234	98.67	95.72	39.96
NA_1	8155209510	7979742248	0.0235	98.63	95.62	38.6
NA_2	8403092318	8234779825	0.0233	98.71	95.86	40.07
NA_3	7578902910	7436520894	0.0236	98.62	95.59	38.13

**Notes.**

In sample names, CL indicates larvae collected in January, NL indicates larvae collected in May, CA indicates adults collected in January, and NA indicates adults collected in May.

### Functional annotation of genes

The assembled sequences were compared with sequence data in the Nr, Pfam, COG, Swiss-Prot, KEGG, and GO databases using BLAST (e ≤ 10-5). Functional annotations were obtained for 28,218 sequences, accounting for approximately 47.86% of all unigene sequences in the transcriptome (Fig. 1). Among these, 27,047 unigenes were annotated in the Nr database, accounting for the highest proportion (45.88%), followed by Pfam (33.84%), GO (32.22%), Swiss-Prot (33.32%), and KEGG (24.94%). The *E*-value distribution, identity distribution, and species distribution were used to further analyze homology between Illumina sequences and those in the Nr database. 

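Bark beetles carry nematodes on and in the body, and their transcripts enter a library made from a whole insect. The first 1999 rows of the Nr annotation hold 51 unigenes whose best match is a nematode. In adults these take 0.164 ± 0.070% of the FPKM in January and 0.0275 ± 0.0208% in May, and in larvae 0.0502 ± 0.0425% in January and 0.129 ± 0.124% in May (SD, n = 3, exact permutation p = 0.1 and 0.5). Among them limma calls 20 higher of 29 tested in adults (20 higher adjusted over the list alone), and 0 of 7 tested in larvae (0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05 with limma). With 1 library left out the adult count becomes 9 higher without January adult 1, 0 without January adult 2 or May adult 3 (23 to 24 at an unadjusted p under 0.05) and 8 higher without May adult 1. Rescaling gives in adults 13 higher with median-of-ratios scaling.

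A wider group of transcripts was restricted among the larvae to 2 insects: 4823 unigenes reach 1 FPKM in January larva 3 and May larva 1 and stay under 0.1 FPKM in the other 4 larvae, and the next largest pair of larvae, January larva 1 and January larva 2, has 810. They take 4.88% of the FPKM of January larva 3 and 4.07% of May larva 1, and in adults 6.18 ± 3.25% in January and 0.675 ± 0.502% in May (exact permutation p = 0.1). In January adults 1, 2 and 3, 97.78, 95.15 and 88.74% of them reach 1 FPKM. In May adults 1, 2 and 3 it is 31.41, 58.51 and 2.09%. Of the 51 nematode matches 9 belong to this group. Of the 4823 only 23 (0.477%) have a row in the part of the Nr annotation used here, against 3.39% of all unigenes. Among the 23 the share that matches *D. ponderosae* is 8.7%, far under the 70.5% of all rows, and the 9 nematode matches are among the 23. The organism of the members without a row is not given by these tables.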

Some sequences in the samples were contaminated by nematodes, we deleted the sequences with nematode contamination and added annotations again. Based on the *E*-value distribution, 68.99% of the annotated unigenes (12,284) had very high homology with proteins in the Nr database (*E*-value <1e−30), and the other sequences had matches with E-values ranging from 1e−30 to 1e−5 (Fig. 2A). Further analysis showed that 93.33% of the sequences had similarities of >60% to those in the Nr database (Fig. 2B). With respect to species, the annotated sequences had the highest degree of match to those of *D. ponderosae*, with 12,772 sequences and a matching rate of 71.73% (Fig. 2C).

**Figure 1:**
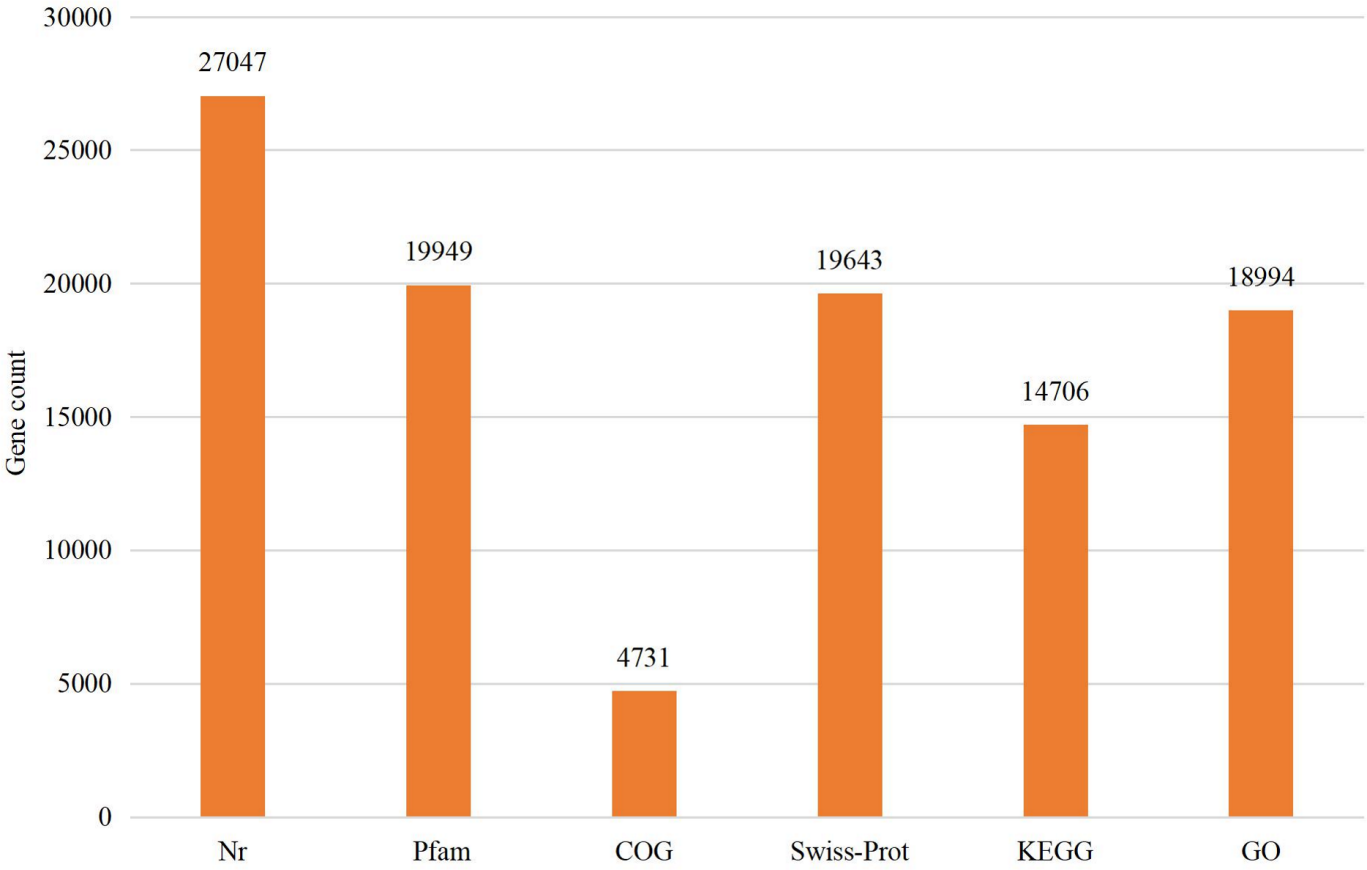
Statistical summary of the functional annotations of unigenes in public databases.

**Figure 2:**
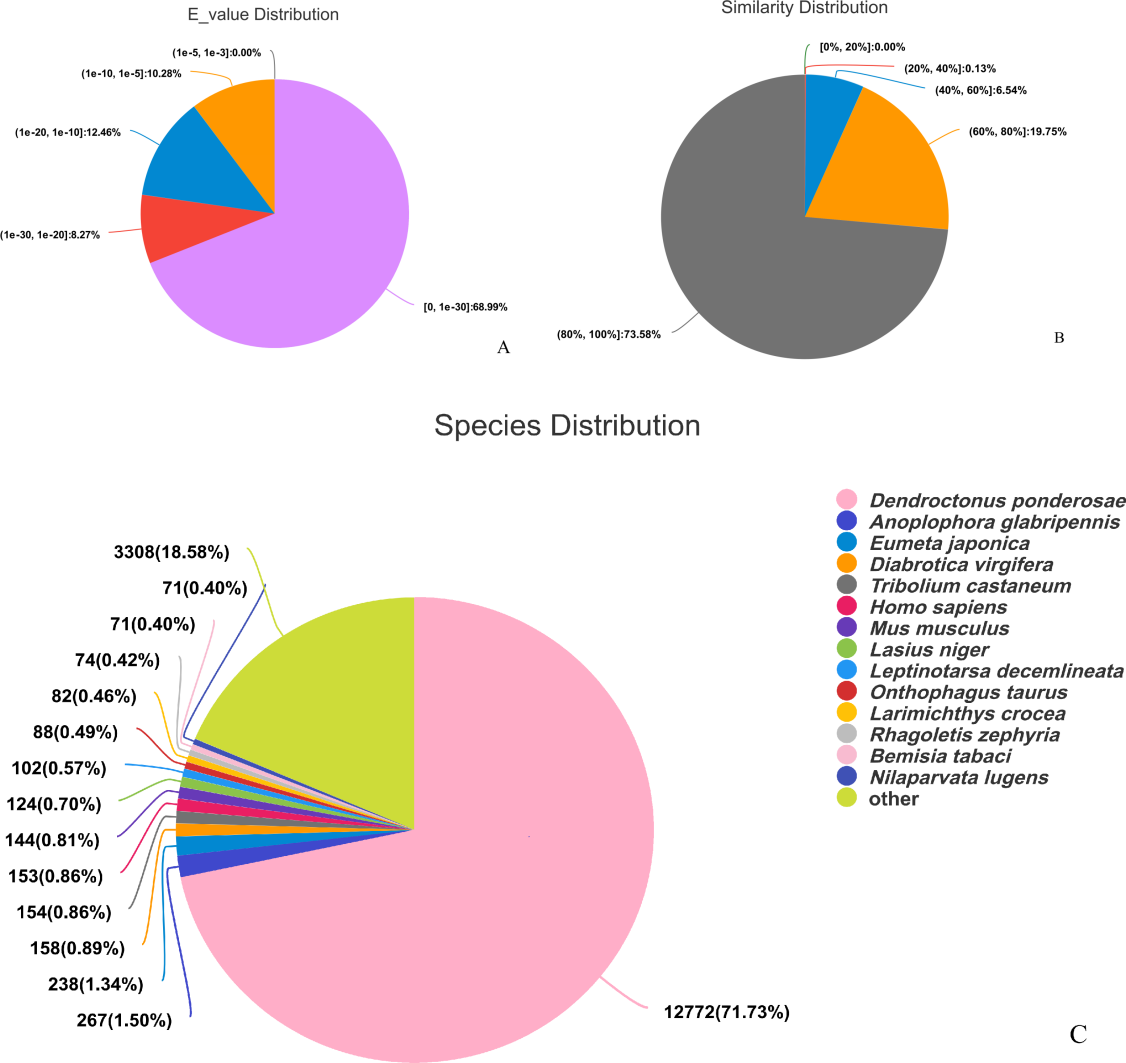
Pie charts showing distributions of BLAST matches for the *D. valens* unigenes with respect to (A) e-values (B) similarity, and (C) species.

### Differentially expressed gene screening results of *D. valens* under different temperature conditions

The results showed that 4,387 DEGs were found among the larvae sampled in January and May. Compared with larvae collected in May, 24,85 (56.64%) of genes collected in January were up-regulated, 1,902 (43.36%) were down-regulated (Fig. 3A). 

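The 10 named unigenes with the largest larval rises include a VPS72 homolog, a cystathionine beta-synthase and matches of RUNX2 and CREBL2. VPS72 is a subunit of complexes that place the histone variant H2A.Z, RUNX factors set cell fate in blood and gut lineages, and CREBL2 takes part in metabolic control downstream of cAMP. Cystathionine beta-synthase opens the route from homocysteine to cysteine and glutathione. The 10 with the largest falls include a peritrophin, a venom carboxylesterase and a glucose dehydrogenase. Peritrophins line the midgut, carboxylesterases break down plant esters, and FAD-dependent glucose dehydrogenase acts in cuticle and immune chemistry.

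Of 11635 unigenes tested in larvae 3727 were higher and 422 lower in January, 4149 in all and 89.8% of them higher, against 59.3% with median-of-ratios scaling (1659 higher and 1139 lower) and 63.1% with *D. ponderosae* scaling (1734 and 1013). An equal FPKM sum gives 92.5% (3948 and 318) and an equal sum without the 20 most abundant unigenes 89.2% (3401 and 413). With FPKM as deposited the January and May groups of 3 do not overlap for 7239 unigenes, 62.2% of those tested. A single unigene would reach this by chance in 10% of groupings. A shift of whole libraries moves most unigenes at once, so the 10% is no reference for this share. It was not computed under another scaling. The VPS72 homolog TRINITY_DN23225_c1_g1 (log2 fold change 5.04, standard error 0.38, adjusted p = 0.00113) and the RUNX2 match TRINITY_DN24512_c0_g1 (log2 fold change 4.46, standard error 0.44, adjusted p = 0.00113) rose in January larvae. So did the CREBL2 match TRINITY_DN19486_c2_g1 (log2 fold change 4.44, standard error 0.26, adjusted p = 0.00113) and the cystathionine beta-synthase-like TRINITY_DN21426_c0_g1 (log2 fold change 4.92, standard error 0.37, adjusted p = 0.00113). Mitochondrial amidoxime reducing component 2, TRINITY_DN24194_c0_g1, stands at 27.1 ± 9.60 FPKM in January and 0.0800 ± 0.139 FPKM in May (SD, n = 3). The rise is larger in larvae than in adults for the VPS72 homolog (difference of log2 fold changes 3.14, standard error 0.51, adjusted p = 0.00676, or 0.0125 to 0.0251 when any library but May larva 1 or January adult 3 is left out, range 0.00191 to 0.0957 over its alternatives, not called with median-of-ratios scaling or *D. ponderosae* scaling) and the RUNX2 match (difference of log2 fold changes 3.88, standard error 0.65, adjusted p = 0.00771, or 0.0119 to 0.0266 when any library but January adult 1 is left out, range 0.00219 to 0.0653 over its alternatives, not called with median-of-ratios scaling or *D. ponderosae* scaling). Venom carboxylesterase-6, TRINITY_DN19014_c0_g1, fell (log2 fold change -6.83, standard error 0.69, adjusted p = 0.00113). The glucose dehydrogenase-like TRINITY_DN19851_c0_g1 fell as well (log2 fold change -7.55, standard error 1.07, adjusted p = 0.00203, or 0.0111 without May larva 1 and 0.0101 without May larva 2, range 0.000129 to 0.0302 over its alternatives), as did peritrophin-1, TRINITY_DN24281_c0_g1 (log2 fold change -6.50, standard error 0.97, adjusted p = 0.00232, or 0.0104 to 0.0113 without January larva 2, May larva 1, May larva 2 or May larva 3, range 0.000363 to 0.0269 over its alternatives).

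The larval count is 953 without May larva 1, 2555 without January larva 3, 2065 without May larva 3 and 2095 without May larva 2, and limma calls 0 unigenes when January larva 3 and May larva 1 are both left out, with 5439 at an unadjusted p under 0.05.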

There were 6,091 DEGs in adults, including 3,670 (60.25%) up-regulated genes and 2,421 (39.75%) down-regulated genes in January compared with May (Fig. 3B).

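Adults that overwinter under bark stop feeding and keep to stored fuel, while May adults bore, feed and fly. Cytochrome oxidase subunit I and cytochrome b are encoded by the mitochondrial genome and belong to the respiratory chain. Chitinases remodel cuticle and the lining of the gut, acid phosphatases act in lysosomes and saliva, and 3-oxoacyl reductases extend fatty acids. Brachyurin-like proteases and venom carboxylesterases are secreted digestive or detoxifying enzymes.

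Of 23423 unigenes tested in adults 6624 were higher and 1008 lower in January, 7632 in all and 86.8% of them higher, against 50.6% with median-of-ratios scaling (2997 higher and 2924 lower) and 67.8% with an equal sum without the 20 most abundant unigenes (3638 and 1724). *D. ponderosae* scaling gives 85.9% (7460 and 1227) and an equal FPKM sum 80.6% (4647 and 1119). For 13622 unigenes, 58.2% of those tested, the 2 groups of 3 do not overlap with FPKM as deposited. As in larvae, the 10% that a single unigene would reach by chance is no reference for this share. The mitochondrial subunit I, TRINITY_DN20652_c0_g1, is listed at 2338, 2214 and 5312 FPKM in the January adults and at 0.32, 0 and 0 FPKM in the May adults. Cytochrome b, TRINITY_DN20349_c0_g2, is listed at 4141, 6575 and 6476 FPKM and at 0, 2.82 and 6.94 FPKM. Every cell uses both, and in May larvae they are near 0 in 2 insects but at 3173 and 2762 FPKM in May larva 1, so both pass the thresholds in adults but are given as listed and not as a change of the gene. The FabG-like reductase TRINITY_DN17160_c0_g1 rose (log2 fold change 5.33, standard error 0.66, adjusted p = 0.00182, or 0.0133 without January adult 2 and 0.0111 without May adult 3, range 0.0013 to 0.0529 over its alternatives). Its best match is a coral sequence, and among larvae it stands at 66.6 FPKM in January larva 3 and 123 FPKM in May larva 1 but at or under 0.13 FPKM in the other 4, so it may not be a gene of the beetle. The Acph-1-like acid phosphatase TRINITY_DN19074_c0_g1 rose with FPKM as deposited but not with median-of-ratios scaling (log2 fold change 4.92, standard error 0.91, adjusted p = 0.003, or 0.0162 without January adult 2 and 0.0152 without May adult 3, range 0.003 to 0.0162 over its alternatives). An acidic mammalian chitinase match, TRINITY_DN19094_c0_g1, stands at 225 ± 225 FPKM in January and 1.55 ± 1.26 FPKM in May (SD, n = 3). The brachyurin-like protease TRINITY_DN18826_c0_g1 fell (log2 fold change -5.40, standard error 0.61, adjusted p = 0.00165, or 0.0107 without May adult 3, range 0.0013 to 0.0345 over its alternatives). A further venom carboxylesterase-6 match, TRINITY_DN21997_c0_g1, also fell (log2 fold change -5.31, standard error 0.68, adjusted p = 0.00187, or 0.0101 without January adult 2 and 0.0111 without May adult 3, range 0.000614 to 0.0111 over its alternatives).

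The unigenes shared by January larva 3 and May larva 1 supply 2841 of the 6624 higher calls (42.9%) and 1 lower call, and among the other 19096 tested unigenes 3783 are higher and 1007 lower. Of the 986 tested unigenes with a *D. ponderosae* match 29 are higher and 45 lower. The adult count is 39 without January adult 2 (14 higher and 25 lower), 50 without May adult 3 (26 and 24), 2192 without May adult 1, 2508 without January adult 1 and 4752 without May adult 2.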

**Figure 3:**
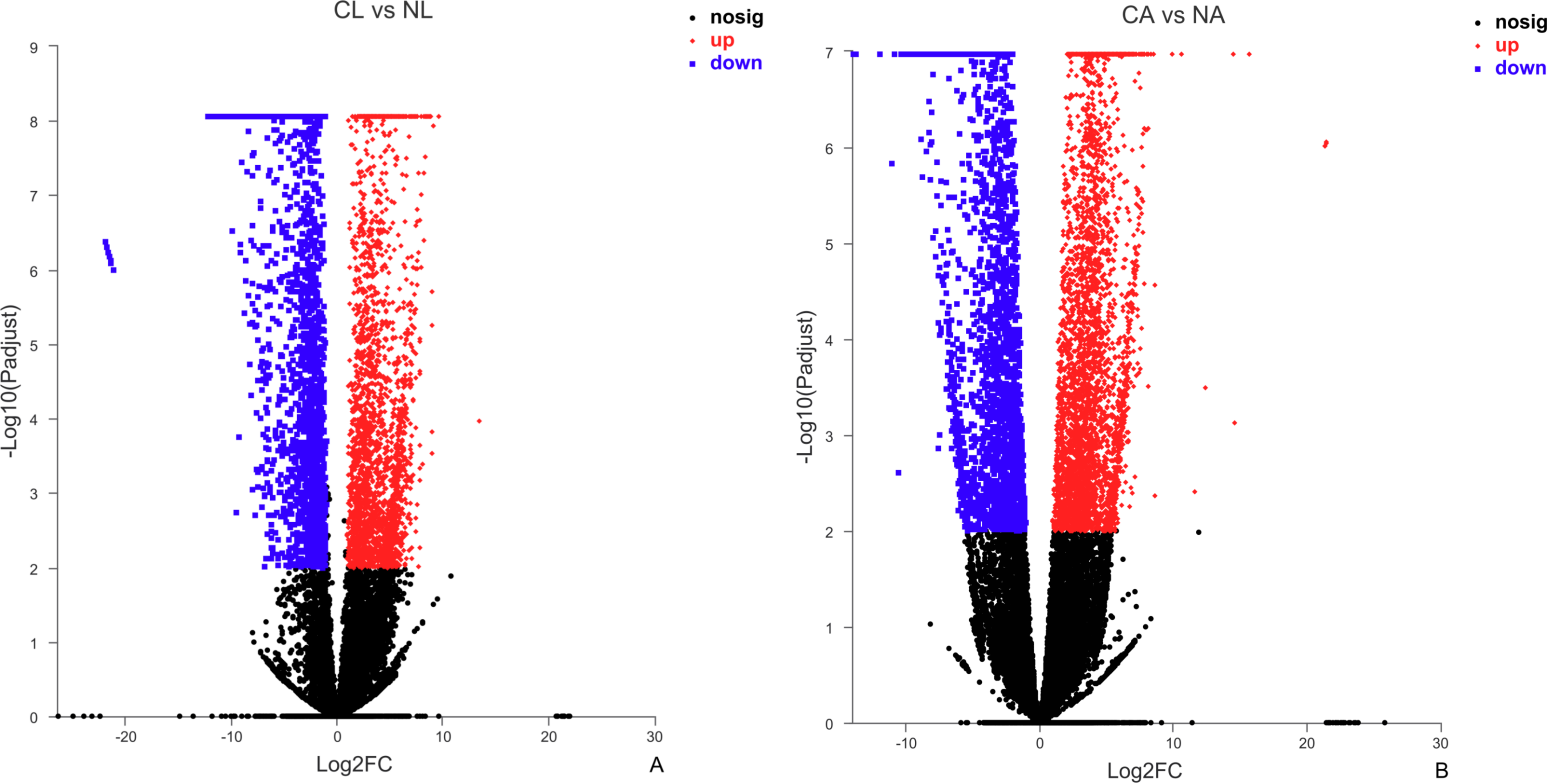
Distribution of DEGs between January and May in different sample types. (A) Distribution of DEGs in larvae. (B) Distribution of DEGs in adults. Volcano plot displays the relationship between the fold change and P-adjusted. Each point in the figure represents a specific unigene. Red dots represent significantly up-regulated unigenes, blue dots represent significantly down-regulated unigenes, and black dots represent unigenes that are not differentially expressed.

**Figure 4:**
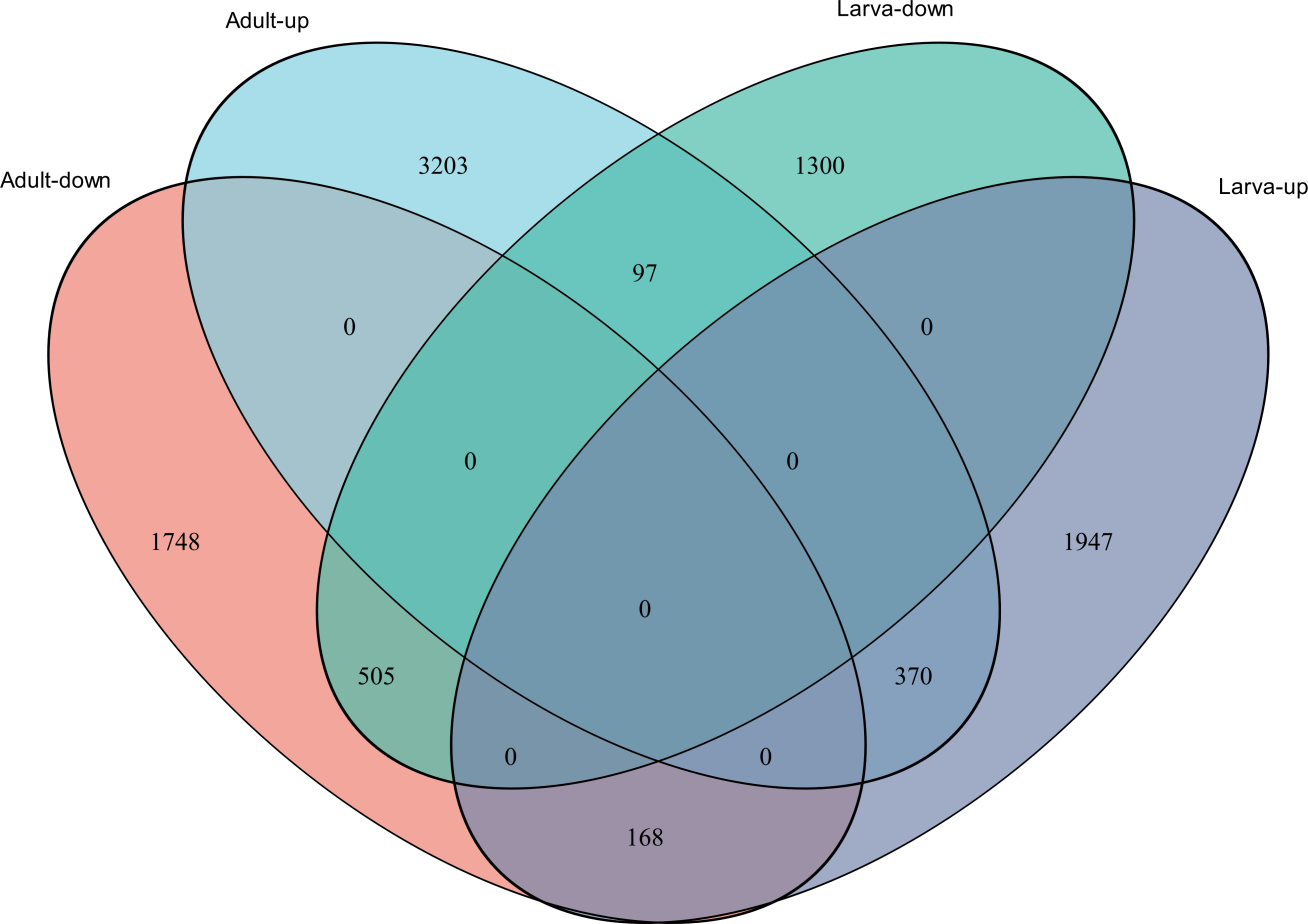
Venn diagram showing the number of commonly up- and down-regulated genes between the two different stages in *D. valens*.

**Figure 5:**
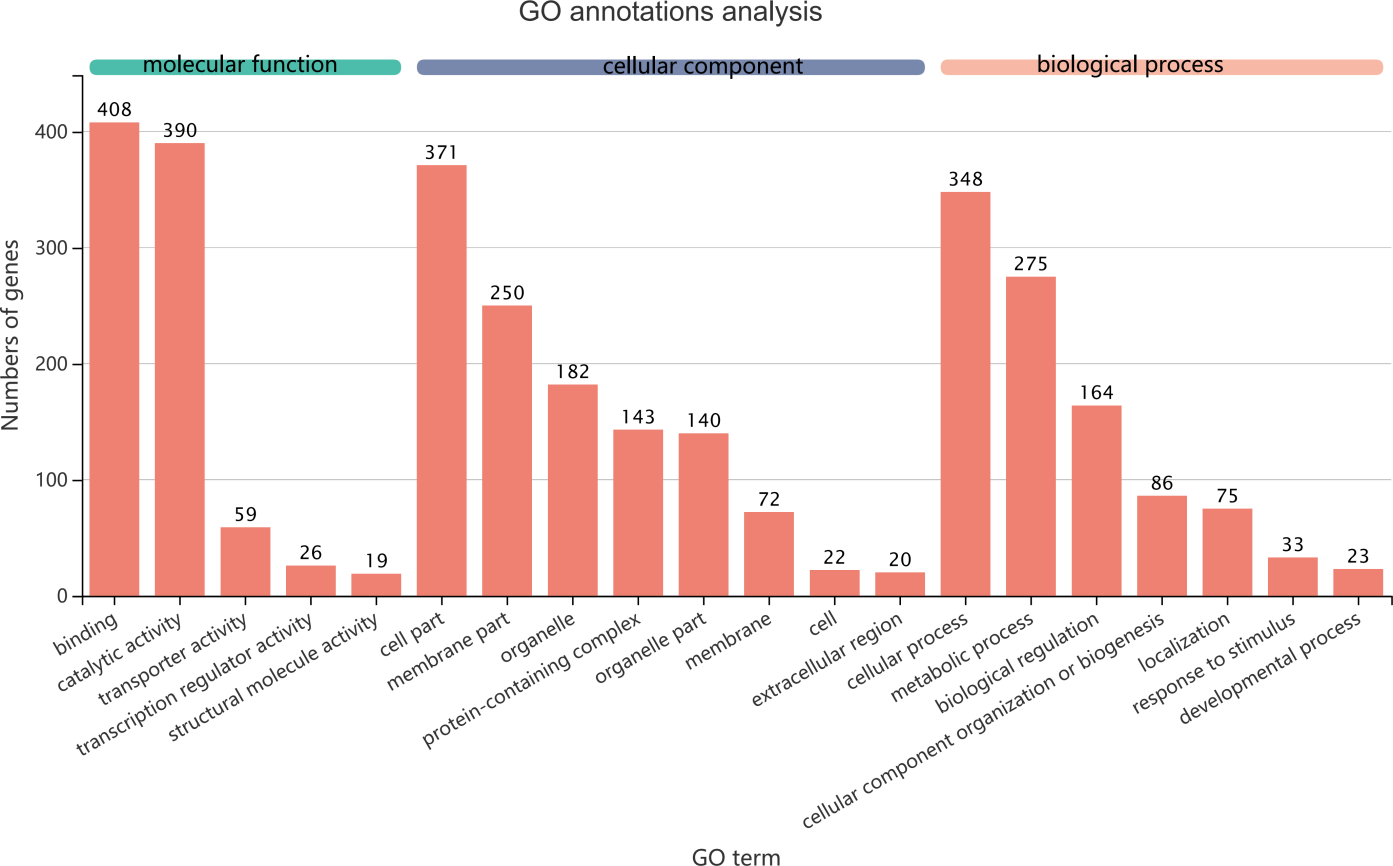
GO term assignments for common DEGs between collection times in *D. valens* larvae and adults. The ordinate indicates the number of unigenes in the secondary classification.The abscissa indicates the secondary GO classification and the three colors represent the three major branches of GO (i.e., BP, CC, and MF).

As shown in a Venn diagram in Fig. 4, 1,140 genes were differentially expressed between January and May in both larvae and adults (Table S3), 4,951 genes were differentially expressed only in adults, and 3,247 genes were differentially expressed only in larvae. 

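Among the named unigenes lower in both stages are a serine carboxypeptidase and an alpha-L-fucosidase. Serine carboxypeptidases trim peptides in gut and venom, and alpha-L-fucosidase removes fucose from glycoproteins and plant polymers in the lysosome. Pseudouridine-5'-phosphatase works in the breakdown of modified nucleosides from RNA and is among the unigenes higher in both.

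Of 10726 unigenes tested in both stages 414 pass the thresholds in both: 253 higher in both, 118 lower in both, and 43 in opposite directions. Independent lists of the same sizes would share 267.9 higher and 17.76 lower, so with FPKM as deposited the lower ones exceed independent lists and the higher ones do not. The venom serine carboxypeptidase-like TRINITY_DN20643_c0_g1 fell in larvae (log2 fold change -6.47, standard error 0.82, adjusted p = 0.00151). It fell in adults too (log2 fold change -3.34, standard error 0.55, adjusted p = 0.00235, or 0.0107 to 0.0133 without January adult 2, May adult 1 or May adult 3, range 0.00187 to 0.0133 over its alternatives). Tissue alpha-L-fucosidase, TRINITY_DN20309_c0_g1, fell in larvae (log2 fold change -6.27, standard error 0.72, adjusted p = 0.00131) and in adults (log2 fold change -3.54, standard error 0.56, adjusted p = 0.00221, or 0.0133 without January adult 2 and 0.012 without May adult 3, range 0.00147 to 0.0133 over its alternatives). The pseudouridine-5'-phosphatase-like TRINITY_DN22937_c0_g1 rose in larvae (log2 fold change 5.06, standard error 0.37, adjusted p = 0.00113) and in adults (log2 fold change 4.16, standard error 0.65, adjusted p = 0.00217, or 0.0133 without January adult 2 and 0.0122 without May adult 3, range 0.00123 to 0.0133 over its alternatives). From the overlap of both stages the paper proposes, as a speculation, that these genes might play an important role in the response to low temperature. Across the 10726 unigenes the larval and adult log2 fold changes correlate at r = 0.324.

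The number shared is 8 without January adult 2 or May adult 3, 114 without May adult 1, 145 without May larva 1, 165 without January adult 1, 208 without May adult 2, 230 without May larva 2, 241 without May larva 3, 260 without January larva 3 and 699 without January adult 3. With median-of-ratios scaling the split turns to 32 higher in both and 417 lower in both, where independent lists would share 31.84 and 195.92. It is 185 and 203 with *D. ponderosae* scaling (142.84 and 58.27 in independent lists), 144 and 95 with an equal FPKM sum (178.08 and 14.88), and 87 and 148 with an equal sum without the 20 most abundant unigenes (100.58 and 34.38). Of the 18 alternatives set before the data were examined that call any unigene in both stages, the lower ones exceed independent lists in all 18 and the higher ones in 12. Among these 12 are one fit of all 12 libraries (162 against 80.1), no filter on low values (22 against 12.32), the leave-out of May larva 1 (96 against 64.07), 0.01 added in place of 1 (45 against 32.26) and the leave-out of January adult 3 (538 against 440.25), so whether the higher ones exceed chance depends on the processing.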

Among the common DEGs in adults and larvae, 218 lacked functional annotations in any database, 505 were down-regulated in adults and larvae, and 370 were up-regulated. In addition, 168 DEGs were up-regulated in larvae and down-regulated in adults, only 97 DEGs were down-regulated in larvae and up-regulated in adults. 

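Myrosinases are beta-glucosidases that many bark and leaf beetles express in the gut to split plant glucosides. FLO11-like matches are threonine- and serine-rich sequences of the mucin kind, found in secreted gut linings. NAD-dependent isocitrate dehydrogenase sets the pace of the citrate cycle and so of aerobic energy supply.

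Among the unigenes tested in both stages 41 are higher in larvae and lower in adults, and 2 are lower in larvae and higher in adults, where independent lists would give 154.87 and 30.72. The 2 are the FLO11-like TRINITY_DN22828_c3_g1 and the myrosinase TRINITY_DN22028_c0_g1, named because they are the whole class. The FLO11-like unigene fell in larvae (log2 fold change -6.34, standard error 0.95, adjusted p = 0.00237, or 0.0117 without January larva 3 and 0.0117 without May larva 1, range 0.000251 to 0.0335 over its alternatives). It rose in adults with FPKM as deposited but not with median-of-ratios scaling (log2 fold change 3.80, standard error 0.72, adjusted p = 0.00329, or 0.0111 to 0.0174 without January adult 2, May adult 2 or May adult 3, range 0.00329 to 0.0184 over its alternatives). The stages differ (difference of log2 fold changes -10.14, standard error 1.28, adjusted p = 0.00288, or 0.0106 to 0.0109 without May larva 3 or May adult 3, range 0.00196 to 0.0116 over its alternatives). The myrosinase fell in larvae (log2 fold change -6.08, standard error 0.92, adjusted p = 0.00245, or 0.0101 without January larva 3 and 0.0121 without May larva 1, range 0.000237 to 0.0309 over its alternatives). In adults it too rose with FPKM as deposited, and of the 4 scalings only with *D. ponderosae* scaling (log2 fold change 2.86, standard error 0.67, adjusted p = 0.00681, or 0.0177 to 0.0294 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00433 to 0.04 over its alternatives), and again the stages differ (difference of log2 fold changes -8.94, standard error 1.22, adjusted p = 0.00366, or 0.0101 to 0.0118 without May larva 1, May larva 3 or May adult 3, range 0.00271 to 0.0149 over its alternatives). The alpha subunit of isocitrate dehydrogenase, TRINITY_DN21233_c1_g1, went the other way and fell in adults (log2 fold change -2.58, standard error 0.48, adjusted p = 0.00309, or 0.0122 to 0.0184 without January adult 2, May adult 1 or May adult 3, range 0.00154 to 0.0184 over its alternatives). Its larval rise (log2 fold change 3.21, standard error 0.53, adjusted p = 0.00316, or 0.01 to 0.0154 without January larva 1, January larva 2, January larva 3, May larva 1 or May larva 3, range 0.000301 to 0.0367 over its alternatives) is not called with median-of-ratios scaling or *D. ponderosae* scaling, while the difference between the stages passes (difference of log2 fold changes 5.79, standard error 0.68, adjusted p = 0.00231, or 0.0106 without May adult 3, range 0.00123 to 0.0106 over its alternatives).

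Of the 43 opposite calls 36 pass the interaction test, as do 218 of the 3319 unigenes called in larvae only and 47 of the 940 called in adults only. Over all 28117 unigenes 455 pass it (313 of them tested in both stages), 396 of the 455 with the more positive change from May to January in larvae and 59 in adults, against 227 and 384 with median-of-ratios scaling, 225 and 336 with *D. ponderosae* scaling, and 38 in all without May adult 3.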

We speculated that the common DEGs in adults and larvae under different field temperatures might play an important role in the response to low temperatures; accordingly, we focused on these genes in further functional analyses.

### Classification of common DEGs

The 1,140 common DEGs were assigned to three GO domains: biological process (BP), cellular component (CC), and molecular function (MF), involving 44 total GO terms (Fig. 5). In the BP category, the most frequent terms were cellular process (348 genes), followed by metabolic process (275 genes). In the CC category, the most frequent terms were cell part and membrane part (371 and 250, respectively). In the MF category, with binding accounting for the largest proportion of genes (408 genes). A KEGG analysis revealed that 1,421 unigenes belonged to 287 pathways (Table 2). There were 19 metabolic pathways containing 10–20 genes, and the remaining pathways all had fewer than 10 genes. The pathways identified in this analysis were mainly involved in the processes of translation, endocrine system, transport catabolism, carbohydrate metabolism, signal transduction, nucleotide metabolism, and cell growth and death, indicating that signal transduction and substance transport activities may be important in *D. valens*.

### Enrichment analysis of common DEGs

In an evaluation of the top 25 common DEGs (Table 3), 12 terms in BP and 13 terms in MF were significantly enriched. 

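Enzymes of carbohydrate metabolism in a bark beetle serve different ends: they cut cell-wall polymers, starch and sucrose of the phloem during feeding, and they turn glycogen into the polyols and trehalose that lower the freezing point in winter. Maltases release glucose from starch fragments, sucrose-6-phosphate hydrolases and polygalacturonases work on plant sugars and pectin, and neutral alpha-glucosidase AB trims sugars from newly made glycoproteins in the endoplasmic reticulum.

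Of 34 unigenes carrying the GO term carbohydrate metabolic process, limma calls 23 lower of 31 tested in larvae (25 lower adjusted over the list alone) and 4 higher and 16 lower of 32 tested in adults (5 higher and 22 lower adjusted over the list alone). The median log2 fold change of those tested is -4.11 in larvae and -2.41 in adults. The maltase 2-like TRINITY_DN22963_c0_g1 stands at 10.4 ± 14.5 FPKM in January and 109 ± 24.4 FPKM in May (SD, n = 3) in larvae and fell in January, though not with an equal FPKM sum or an equal sum without the 20 most abundant unigenes (log2 fold change -4.11, standard error 0.90, adjusted p = 0.00874, or 0.0265 to 0.035 without January larva 1, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.00146 to 0.0708 over its alternatives). Neutral alpha-glucosidase AB, TRINITY_DN22405_c0_g1, fell in larvae (log2 fold change -3.90, standard error 0.42, adjusted p = 0.0012). In adults a polygalacturonase, TRINITY_DN19622_c0_g1, fell (log2 fold change -4.11, standard error 0.50, adjusted p = 0.00174, or 0.0119 without January adult 2 and 0.011 without May adult 3, range 0.0013 to 0.0119 over its alternatives). The unigenes come from Table S3, so the shared direction is not independent evidence.

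With 1 library left out the larval count becomes 9 lower without May larva 1 and 14 lower without May larva 2. Then in adults the count becomes 1 higher and 5 lower without January adult 1, 0 without January adult 2 or May adult 3 (28 to 30 at an unadjusted p under 0.05), 1 higher and 6 lower without May adult 1 and 2 higher and 15 lower without May adult 2. Under other scalings the splits are in adults 1 higher and 25 lower with median-of-ratios scaling, 2 higher and 18 lower with an equal FPKM sum and 1 higher and 20 lower with an equal sum without the 20 most abundant unigenes.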

The entry carbohydrate metabolic process (GO: 0005975) was significantly enriched in BP, indicating that carbohydrate metabolism in *D. valens* might contribute to overwintering. 

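Glycoside hydrolases of the insect gut and fat body range from plant-directed enzymes to those that act on the insect's own sugars. Heparanases and beta-galactosidases work on glycosaminoglycans and galactosides, myrosinases on glucosides, and beta-N-acetylglucosaminidases finish the digestion of chitin during moulting. Beta-1,3-glucan-binding proteins descend from such enzymes and recognise fungal walls in immunity.

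Among 23 unigenes with the GO terms for hydrolysis of glycosyl bonds limma calls 18 lower of 21 tested in larvae (19 lower adjusted over the list alone) and 3 higher and 11 lower of 22 tested in adults (4 higher and 14 lower adjusted over the list alone). A beta-galactosidase-1-like unigene, TRINITY_DN24586_c0_g4, is listed at 0 in all January larvae and at 43.5 FPKM on average in May larvae. The heparanase-like TRINITY_DN21790_c0_g1 (log2 fold change -5.50, standard error 0.58, adjusted p = 0.00118) and the beta-1,3-glucan-binding protein TRINITY_DN22783_c1_g4 (log2 fold change -5.97, standard error 0.44, adjusted p = 0.00113) fell in larvae. So did the myrosinase TRINITY_DN20463_c0_g1 (log2 fold change -5.87, standard error 0.43, adjusted p = 0.00113). The myrosinase 1-like TRINITY_DN22319_c0_g1 fell in larvae (log2 fold change -4.79, standard error 0.36, adjusted p = 0.00113) and in adults (log2 fold change -3.83, standard error 0.51, adjusted p = 0.00187, or 0.0133 without January adult 2 and 0.011 without May adult 3, range 0.000738 to 0.0133 over its alternatives). The chitin enzyme TRINITY_DN20829_c0_g1, a beta-N-acetylglucosaminidase, rose in adults (log2 fold change 5.38, standard error 0.62, adjusted p = 0.00167, or 0.0128 without January adult 2 and 0.0107 without May adult 3, range 0.0013 to 0.0128 over its alternatives), and its change differs between the stages (difference of log2 fold changes -8.62, standard error 1.07, adjusted p = 0.00288, or 0.0106 without May adult 3, range 0.00183 to 0.0123 over its alternatives).

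When 1 library is left out the larval count becomes 10 lower without May larva 1. The adult count is then 3 lower without January adult 1, 0 without January adult 2 or May adult 3 (19 to 21 at an unadjusted p under 0.05), 4 lower without May adult 1, 1 higher and 11 lower without May adult 2 and 3 higher and 7 lower without January adult 3. Rescaled libraries give in adults 16 lower with median-of-ratios scaling, 1 higher and 12 lower with an equal FPKM sum and 13 lower with an equal sum without the 20 most abundant unigenes.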

In the MF category, the two most significantly enriched GO terms were hydrolase activity, acting on glycosyl bonds (GO: 0016798) and hydrolase activity, hydrolyzing O-glycosyl compounds (GO: 0004553), further illustrating that the molecular activity of *D. valens* is strong under low temperatures. 

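Proteins with the term nucleic acid binding are a mixed class of zinc finger factors, RNA helicases and BTB regulators. Chinmo holds juvenile cell identity in the *Drosophila* larva, longitudinals lacking (lola) isoforms guide axons and chromatin states, and Dbp73D is a DEAD-box helicase of ribosome assembly. CCHC zinc fingers bind single-stranded RNA or DNA.

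Of 32 unigenes with this term limma calls 19 higher and 2 lower of 31 tested in larvae (19 higher and 2 lower adjusted over the list alone). The chinmo-like TRINITY_DN25066_c0_g3 rose in larvae (log2 fold change 3.40, standard error 0.32, adjusted p = 0.00113), and the CCHC protein TRINITY_DN19535_c0_g2 rose (log2 fold change 3.28, standard error 0.43, adjusted p = 0.00163, or 0.01 without May larva 1, range 0.00121 to 0.0294 over its alternatives). The KRAB-type zinc finger match TRINITY_DN23566_c0_g1 rose (log2 fold change 2.31, standard error 0.30, adjusted p = 0.00158, or 0.0122 without May larva 1, range 0.000175 to 0.0568 over its alternatives), as did the Dbp73D match TRINITY_DN19865_c0_g1 (log2 fold change 2.39, standard error 0.35, adjusted p = 0.00212, or 0.0132 without May larva 1, range 0.00175 to 0.0324 over its alternatives). A lola match of the H/M/V group, TRINITY_DN23290_c0_g1, rose in larvae (log2 fold change 1.74, standard error 0.23, adjusted p = 0.00171, or 0.0154 without May larva 1 and 0.0102 without May larva 3, range 0.00159 to 0.137 over its alternatives). In adults the count is 4 higher and 2 lower of 32 (0 adjusted over the list alone, 22 higher and 6 lower at an unadjusted p under 0.05), and it turns with the scaling: 6 lower with median-of-ratios scaling, 10 higher and 4 lower with *D. ponderosae* scaling, 3 lower with an equal FPKM sum and 5 lower with an equal sum without the 20 most abundant unigenes.

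In larvae rescaling gives 11 higher and 6 lower with median-of-ratios scaling and 11 higher and 5 lower with *D. ponderosae* scaling. Without single libraries the larval count becomes 10 higher and 2 lower without January larva 1, 7 higher and 2 lower without January larva 3, 1 higher and 2 lower without May larva 1, 8 higher and 2 lower without May larva 2 and 9 higher and 3 lower without May larva 3. Among adults the count is 0 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3 (18 to 28 at an unadjusted p under 0.05) and 17 higher without January adult 3.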

Among the common up-regulated DEGs between sampling dates in adults and larvae, the top two were nucleic acid binding (GO:0003676), RNA metabolic process (GO:0016070) (Fig. S1A). Among the common down-regulated DEGs, carbohydrate metabolic process (GO: 0005975), hydrolase activity, acting on glycosyl bonds (GO: 0016798), hydrolase activity, hydrolyzing O-glycosyl compounds (GO: 0004553), cellulase activity (GO: 0008810), catalytic activity(GO:0003824) and other terms were significantly enriched (Fig. S1B).

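Cellulases let bark beetles use the walls of phloem cells. Endoglucanases cut cellulose chains inside, exoglucanases release short sugars from chain ends, and beetles encode such enzymes in their own genomes after ancient transfers from microbes. Their transcripts are made in the midgut and track feeding.

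All 6 unigenes with the GO term cellulase activity are lower in January larvae, and limma calls 6 lower of 6 tested in larvae (6 lower adjusted over the list alone) and 5 lower of 6 tested in adults (6 lower adjusted over the list alone). The endoglucanase-like TRINITY_DN22700_c3_g2 fell in larvae (log2 fold change -6.55, standard error 1.04, adjusted p = 0.00288, or 0.0116 to 0.0146 without January larva 1, May larva 1, May larva 2 or May larva 3, range 0.000297 to 0.0329 over its alternatives), and so did TRINITY_DN18467_c0_g1 (log2 fold change -5.75, standard error 0.80, adjusted p = 0.00188, or 0.0113 without May larva 1, range 0.0002 to 0.0296 over its alternatives). Among the exoglucanase B matches TRINITY_DN23919_c1_g1 (log2 fold change -6.48, standard error 0.65, adjusted p = 0.00113) and TRINITY_DN24098_c0_g1 (log2 fold change -4.48, standard error 0.55, adjusted p = 0.0014) fell in larvae. The latter fell in adults as well (log2 fold change -3.48, standard error 0.53, adjusted p = 0.00205, or 0.0133 without January adult 2 and 0.0111 without May adult 3, range 0.00154 to 0.0133 over its alternatives). TRINITY_DN23919_c0_g1 is listed at 0 in all January larvae and at 23.9 FPKM on average in May larvae. The members come from Table S3 and are not independent evidence.

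**Figure D1:**
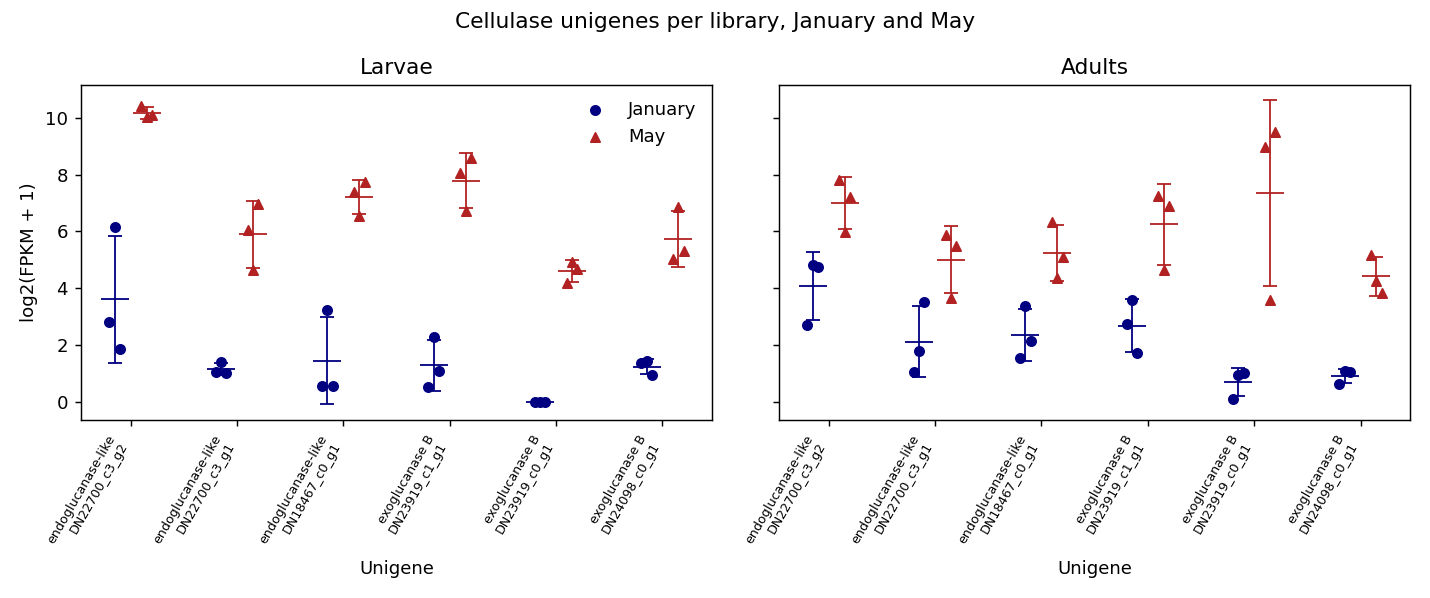
log2(FPKM + 1) of 6 cellulase unigenes in each library, with the mean and SD of each group of 3. The January larvae lie under the May larvae for each unigene, as do the January adults under the May adults.

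Dropping 1 library changes the counts: the larval count becomes 3 lower without May larva 1. The adult number turns to 1 lower without January adult 1 or May adult 1 and 0 without January adult 2 or May adult 3 (6 at an unadjusted p under 0.05).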

**Table 2:** KEGG pathway analysis of common DEGs between sampling dates in *D. valens* larvae and adults.

**Pathway ID**	**Second Category**	**Description**	**Count**
map04714	Environmental adaptation	Thermogenesis	20
map04142	Transport and catabolism	Lysosome	19
map00230	Nucleotide metabolism	Purine metabolism	18
map04140	Transport and catabolism	Autophagy - animal	18
map04024	Signal transduction	cAMP signaling pathway	15
map00190	Energy metabolism	Oxidative phosphorylation	14
map04530	Cellular community - eukaryotes	Tight junction	13
map00040	Carbohydrate metabolism	Pentose and glucuronate interconversions	12
map04141	Folding, sorting and degradation	Protein processing in endoplasmic reticulum	12
map04210	Cell growth and death	Apoptosis	12
map04910	Endocrine system	Insulin signaling pathway	12
map00520	Carbohydrate metabolism	Amino sugar and nucleotide sugar metabolism	11
map04022	Signal transduction	cGMP-PKG signaling pathway	11
map04260	Circulatory system	Cardiac muscle contraction	11
map00240	Nucleotide metabolism	Pyrimidine metabolism	10
map04010	Signal transduction	MAPK signaling pathway	10
map04145	Transport and catabolism	Phagosome	10
map04921	Endocrine system	Oxytocin signaling pathway	10
map04723	Nervous system	Retrograde endocannabinoid signaling	10

**Table 3:** GO enrichment of common DEGs between sampling dates in *D. valens* larvae and adults.

**GO category**	**Termtype**	**GO code**	**Number**	**P-value**
Carbohydrate metabolic process	BP	GO:0005975	65	2.63E−06
External encapsulating structure organization	BP	GO:0045229	7	3.70E−04
Cell wall organization or biogenesis	BP	GO:0071554	7	3.70E−04
Cell wall organization	BP	GO:0071555	7	3.70E−04
Membrane lipid metabolic process	BP	GO:0006643	13	3.76E−04
Cell wall modification	BP	GO:0042545	4	1.05E−03
RNA polymerase II transcriptional preinitiation complex assembly	BP	GO:0051123	4	1.05E−03
Polysaccharide catabolic process	BP	GO:0000272	6	1.47E−03
Organic acid biosynthetic process	BP	GO:0016053	18	1.50E−03
Carboxylic acid biosynthetic process	BP	GO:0046394	18	1.50E−03
Polysaccharide metabolic process	BP	GO:0005976	8	1.62E−03
Small molecule metabolic process	BP	GO:0044281	76	2.13E−03
Hydrolase activity, acting on glycosyl bonds	MF	GO:0016798	43	5.80E−07
Hydrolase activity, hydrolyzing O-glycosyl compounds	MF	GO:0004553	40	1.06E−06
Phosphatase activity	MF	GO:0016791	24	1.01E−04
Hydrolase activity	MF	GO:0016787	213	1.09E−04
Cellulase activity	MF	GO:0008810	6	1.65E−04
Carbohydrate binding	MF	GO:0030246	16	2.26E−04
Catalytic activity	MF	GO:0003824	396	2.87E−04
Magnesium ion binding	MF	GO:0000287	13	8.87E−04
Pectinesterase activity	MF	GO:0030599	4	1.05E−03
Aspartyl esterase activity	MF	GO:0045330	4	1.05E−03
Phosphatidylinositol binding	MF	GO:0035091	12	1.30E−03
Phosphoric ester hydrolase activity	MF	GO:0042578	26	1.47E−03
Serine-type exopeptidase activity	MF	GO:0070008	4	1.67E−03

A KEGG analysis revealed that common DEGs could be classified into 287 pathways, the highly enriched terms included pentose and glucuronate interconversions (map00040), lysosome (map04142), and autophagy-animal (map04140), which belonged to carbohydrate metabolism and transport and catabolic metabolism pathways, respectively. It is possible that these processes contribute to overwintering in *D. valens*. 

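Lysosomal hydrolases and the autophagy machinery share their main enzymes, the cathepsins, which digest proteins taken up by the cell or delivered from its own cytoplasm, and in beetles also serve digestion in the gut lumen. Sphingomyelin phosphodiesterase breaks membrane lipids in the lysosome. JNK is a stress kinase that can switch autophagy on. UDP-glucuronosyltransferases attach sugar acids to toxins and stand in the pathway pentose and glucuronate interconversions beside the pectin-cutting polygalacturonases.

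For the KEGG lysosome pathway (14 unigenes) limma calls 6 lower of 13 tested in larvae (11 lower adjusted over the list alone) and 1 higher and 8 lower of 14 tested in adults (1 higher and 12 lower adjusted over the list alone). Sphingomyelin phosphodiesterase, TRINITY_DN16348_c0_g1, fell in larvae (log2 fold change -3.79, standard error 0.36, adjusted p = 0.00113). In the autophagy pathway (11 unigenes) the calls are 2 higher and 5 lower of 11 tested in larvae (2 higher and 7 lower adjusted over the list alone) and 7 lower of 11 tested in adults (1 higher and 7 lower adjusted over the list alone). These 2 lists share members with the list of 6 cathepsins. The lowest log2 fold change is the same in all 3, -4.82 in larvae and -7.17 in adults. Their counts are therefore not separate results, and falls of cathepsins are part of the autophagy count. The digestive cysteine proteinase TRINITY_DN18837_c0_g1 fell in larvae (log2 fold change -4.32, standard error 0.56, adjusted p = 0.0016). JNK, TRINITY_DN22432_c1_g3, rose in larvae with FPKM as deposited but not with median-of-ratios scaling or *D. ponderosae* scaling (log2 fold change 2.44, standard error 0.38, adjusted p = 0.00257, or 0.0136 without May larva 1 and 0.0112 without May larva 3, range 0.000868 to 0.0294 over its alternatives). Of 8 unigenes of pentose and glucuronate interconversions the calls are 1 lower of 5 tested in larvae (1 lower adjusted over the list alone) and 3 lower of 7 tested in adults (1 higher and 5 lower adjusted over the list alone). The polygalacturonase-like TRINITY_DN23888_c0_g5 fell in larvae (log2 fold change -3.79, standard error 0.43, adjusted p = 0.00127).

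Leaving out 1 library, the larval count of the lysosome becomes 3 lower without May larva 1. For adults the count of the lysosome is 3 lower without January adult 2 and 4 lower without May adult 3. The larval tally of autophagy is 1 higher and 3 lower without January larva 3 or May larva 3, 2 higher and 3 lower without January larva 1 or May larva 2 and 2 lower without May larva 1. Then in adults the count of autophagy becomes 3 lower without January adult 2 and 4 lower without May adult 3. The adult count of pentose and glucuronate interconversions is then 1 lower without January adult 1, January adult 3 or May adult 1 and 0 without January adult 2 or May adult 3 (7 at an unadjusted p under 0.05). With other scalings there are in larvae 12 lower with median-of-ratios scaling and 11 lower with *D. ponderosae* scaling, all for the lysosome. For autophagy the scalings give in larvae 7 lower with median-of-ratios scaling and 1 higher and 6 lower with *D. ponderosae* scaling, and in adults 1 higher and 7 lower with *D. ponderosae* scaling. For pentose and glucuronate interconversions the scalings give in larvae 3 lower with median-of-ratios scaling or *D. ponderosae* scaling and 2 lower with an equal sum without the 20 most abundant unigenes, and in adults 6 lower with median-of-ratios scaling or an equal sum without the 20 most abundant unigenes.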

Among the common up-regulated DEGs between sampling dates in adults and larvae, we detected significant enrichment for homologous recombination (map03440) and basal transcription factors (map03022) (Fig. S2A). 

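TFIID and TFIIF are general factors that place RNA polymerase II at promoters, so their supply bears on transcription of nearly every gene. Homologous recombination repairs double-strand breaks, a form of damage that desiccation and cold can raise in dormant insects. The pathway is held here by an unannotated unigene and a nucleolin-like one.

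TFIID subunit 12, TRINITY_DN15652_c0_g1, rose in larvae with limma (log2 fold change 3.54, standard error 0.40, adjusted p = 0.00126), and so did the TFIIF subunit 1 match TRINITY_DN23208_c0_g1 (log2 fold change 3.30, standard error 0.51, adjusted p = 0.00254, or 0.0107 to 0.0126 without January larva 3, May larva 1 or May larva 2, range 0.000384 to 0.0319 over its alternatives). TFIID subunit 6, TRINITY_DN22147_c0_g3, did not pass in either stage, and in adults it is called lower with each of the 4 scalings but an equal FPKM sum. For homologous recombination the unnamed TRINITY_DN20769_c3_g1 (log2 fold change 3.71, standard error 0.48, adjusted p = 0.0016) and the nucleolin-like TRINITY_DN19993_c2_g2 (log2 fold change 3.42, standard error 0.49, adjusted p = 0.00211, or 0.012 without May larva 1 and 0.0101 without May larva 2, range 0.000307 to 0.0313 over its alternatives) rose in larvae. The nucleolin-like unigene rose in adults with FPKM as deposited but under no scaling except *D. ponderosae* scaling (log2 fold change 2.15, standard error 0.55, adjusted p = 0.00966, or 0.0212 to 0.0462 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00302 to 0.08 over its alternatives).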

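Galactose metabolism in a phloem feeder includes enzymes that open raffinose-type sugars and galactosides of the host. Sucrose-6-phosphate hydrolases, acquired by some beetles from bacteria, split sucrose, and galactose-1-phosphate uridylyltransferase feeds galactose into glucose use.

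Of 7 unigenes of the KEGG galactose metabolism pathway limma calls 4 lower of 6 tested in larvae (4 lower adjusted over the list alone) and 2 lower of 6 tested in adults (4 lower adjusted over the list alone). The sucrose-6-phosphate hydrolase TRINITY_DN20776_c0_g1 fell in larvae (log2 fold change -3.81, standard error 0.54, adjusted p = 0.00197, or 0.0112 without May larva 1, range 0.000111 to 0.0294 over its alternatives). It fell in adults too (log2 fold change -1.78, standard error 0.40, adjusted p = 0.00549, or 0.0113 to 0.0304 without January adult 1, January adult 2, January adult 3, May adult 1 or May adult 3, range 0.00444 to 0.0409 over its alternatives). A galactose-1-phosphate uridylyltransferase, TRINITY_DN19494_c0_g1, did not pass in adults (log2 fold change -1.50, standard error 0.46, adjusted p = 0.0227), though it is called lower with median-of-ratios scaling alone of the 4 scalings.

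If 1 library is omitted the larval count becomes 2 lower without May larva 1. Among adults the count is 0 without January adult 1, January adult 2, January adult 3, May adult 1 or May adult 3 (5 at an unadjusted p under 0.05) and 1 lower without May adult 2. After rescaling there are in adults 6 lower with median-of-ratios scaling.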

The enrichment results for common down-regulated DEGs in adults and larvae were similar to common DEGs for adults and larvae, including lysosome (map04142), pentose and glucuronate interconversions (map00040), galactose metabolism (map00052), and other terms (Fig. S2B).

### Screening of genes related to cold tolerance among common DEGs

Based on previous studies of insect cold tolerance and the keywords obtained in manual searches of the annotation information for the common DEG set, we selected 140 candidate genes related to cold tolerance. 

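Trehalase splits trehalose, a cryoprotectant of the insect blood, into glucose. Pyrroline-5-carboxylate reductase makes proline, an amino acid that beetles store in winter and burn in flight. Bifunctional glutamate/proline--tRNA ligase loads both amino acids for protein synthesis.

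The trehalase-like TRINITY_DN23361_c0_g1 rose in larvae (log2 fold change 2.65, standard error 0.34, adjusted p = 0.0016, or 0.0112 without May larva 1, range 0.000556 to 0.0264 over its alternatives) and did not pass in adults (log2 fold change -2.13, standard error 0.55, adjusted p = 0.01). The stages differ in this enzyme (difference of log2 fold changes 4.78, standard error 0.66, adjusted p = 0.00371, or 0.0101 to 0.0135 without January larva 1, May larva 1, May larva 2, May larva 3 or May adult 3, range 0.00129 to 0.0156 over its alternatives), and it is called lower in adults under each of the 4 scalings (log2 fold change -3.25 with median-of-ratios scaling, -2.17 with *D. ponderosae* scaling, -2.45 with an equal FPKM sum and -2.94 with an equal sum without the 20 most abundant unigenes). The pyrroline-5-carboxylate reductase-like TRINITY_DN24618_c1_g2 was not tested in larvae, where it is listed at 1.70, 0.46 and 10.54 FPKM in January and at 0 in all May larvae, short of 3 libraries at 1 FPKM. It did not pass in adults (log2 fold change -2.49, standard error 0.74, adjusted p = 0.0187), though it is called lower with median-of-ratios scaling alone of the 4 scalings. The glutamate/proline ligase TRINITY_DN23537_c1_g1 fell in larvae (log2 fold change -3.09, standard error 0.46, adjusted p = 0.00227, or 0.0106 without May larva 2, range 0.000475 to 0.024 over its alternatives). The threonine ligase TRINITY_DN22716_c0_g1 fell in adults (log2 fold change -2.25, standard error 0.55, adjusted p = 0.00793, or 0.0106 to 0.0288 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00201 to 0.0288 over its alternatives).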

In total, 72 genes encoded enzymes and proteins related to the synthesis and metabolism of cryoprotectants, including low-molecular-weight polyols, trehalose, and low-molecular-weight amino acids (Fig. 6).

**Figure 6:**
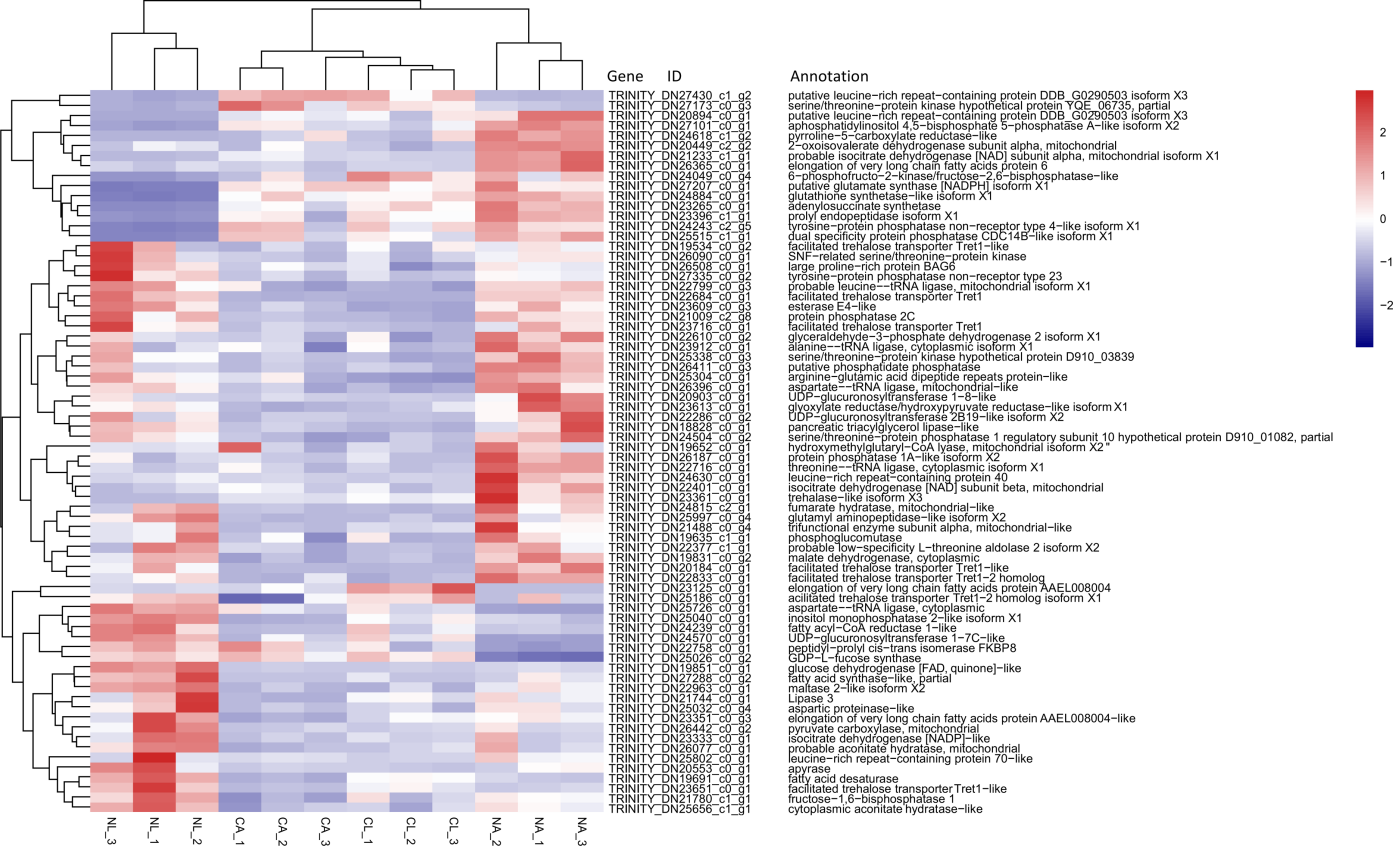
Heatmap of normalized FPKM values for DEGs related to cryoprotectant activity. The Z-score represents the number of standard deviations from the mean. Firebrick indicates up-regulated expression, whereas navy indicates down-regulated expression. FPKM: fragments per kilobase of transcript per million fragments mapped; CL: Larva in January; NL: Larva in May; CA: Adult in January; NA: Adult in May.

In addition, two genes encoding the cytoprotective protein *HSP*, 12 genes encoding cytoskeletal proteins, nine genes involved in repair, detoxicant, antioxidant defense, 10 genes related to signal transduction, 1 gene related to cell process regulation, and 32 genes associated with other processes related to cold tolerance were annotated (Table 4).

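Heat shock 70 kDa protein 4 is a cochaperone of the HSP110 class that helps HSP70 release its clients. Muscle myosin heavy chain and muscle actin form the contractile filaments of flight and body-wall muscle, and myosin light chain kinase tunes them. Cuticle proteins stiffen the exoskeleton and are made in bursts around moults and after adult emergence.

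The HSP70-4 match TRINITY_DN19968_c0_g1, the heat shock protein in the first 712 rows of Table S3, rose in larvae (log2 fold change 3.13, standard error 0.31, adjusted p = 0.00113). It rose in adults with FPKM as deposited but not with median-of-ratios scaling or an equal sum without the 20 most abundant unigenes (log2 fold change 2.66, standard error 0.57, adjusted p = 0.00488, or 0.016 to 0.0259 without January adult 1, January adult 2, May adult 2 or May adult 3, range 0.00375 to 0.0378 over its alternatives). The muscle myosin heavy chain TRINITY_DN25111_c1_g1 fell in larvae (log2 fold change -3.62, standard error 0.62, adjusted p = 0.00369, or 0.013 to 0.0169 without January larva 1, January larva 2, January larva 3 or May larva 1, range 0.00229 to 0.0438 over its alternatives) and in adults (log2 fold change -5.96, standard error 0.78, adjusted p = 0.00187, or 0.0101 without January adult 2 and 0.0111 without May adult 3, range 0.000978 to 0.0111 over its alternatives). Another, TRINITY_DN18232_c0_g1, is listed at 0 in all May larvae and at 2.33 FPKM on average in January larvae. Muscle actin, TRINITY_DN22247_c2_g1, fell in adults (log2 fold change -5.35, standard error 0.80, adjusted p = 0.00205, or 0.0133 without January adult 2 and 0.0116 without May adult 3, range 0.000978 to 0.0133 over its alternatives). In larvae it lies at or under 0.31 FPKM in every library and was not tested, so no difference between the stages is drawn for it. Cuticle protein 6, TRINITY_DN20685_c0_g1, fell in larvae (log2 fold change -2.71, standard error 0.38, adjusted p = 0.00201, or 0.0113 without May larva 1, range 0.0017 to 0.0296 over its alternatives) and in adults (log2 fold change -5.35, standard error 0.82, adjusted p = 0.0021, or 0.0134 without January adult 2 and 0.0116 without May adult 3, range 0.00123 to 0.0134 over its alternatives).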

**Table 4:** Common differentially expressed gene set may be related to cold tolerance.

**Gene description**	**DEGnumber**	**Larval expression(number)**	**Adult expression(number)**
Protein folding/chaperone			
HSP70	1	up (1)	up(1)
HSP68	1	down(1)	up(1)
Cytoskeleton			
Tubulin	3	down (3)	down (2); up (1)
Actin	6	down (3); up (3)	down (6)
Myosin	3	down (2); up (1)	down (3)
Repair/detoxicant/antioxidant			
DNA mismatch repair protein Mlh1	1	up (1)	up (1)
Thioredoxin	1	up (1)	down (1)
Cytochrome P450	7	down (3); up (4)	down (2); up (5)
Signal transduction			
Guanine nucleotide-binding protein	3	down (2); up (1)	down (2); up (1)
Rho guanine nucleotide exchange factor	2	down (1); up (1)	down (2)
Calcium channel protein	3	up (3)	down (3)
G kinase-anchoring protein	1	up (1)	up (1)
G-protein coupled receptor Mth2	1	up (1)	up (1)
Cellular processes			
RNA polymerases I, II, and III subunit RPABC2	1	up (1)	up (1)
Other genes			
Juvenile hormone epoxide hydrolase 1	1	down (1)	down (1)
ATP synthase subunit alpha	1	down (1)	down (1)
Endonuclease-reverse transcriptase	1	down (1)	down (1)
E3 SUMO-protein ligase	1	up (1)	up (1)
E3 ubiquitin-protein ligase	5	down (3); up (2)	down (4); up (1)
Cathepsin	6	down (6)	down (6)
Zinc finger protein	12	down (2); up (10)	down (1); up (11)
NADH dehydrogenase	2	down (1); up (1)	down (2)
Elongation factor	1	down (1)	down (1)
Ribosomal protein	2	down (2); up (1)	down (1); up (1)
Staphylococcal nuclease domain-containing protein 1	1	down (1)	down (1)

**Notes.**

The samples were collected in January 2019 and May 2019, and May represents the control group. Up and down mean that the gene expression is up-regulated or down-regulated in January compared with May.

### Expression level verification

We selected 14 candidate genes with potential roles in cold tolerance, including 11 annotated genes described in Table 4 and Fig. 6, and three genes with high differential expression in the common DEG set but without functional annotation. Fourteen genes encoding staphylococcal nuclease domain-containing protein 1 (TRINITY_DN22243_c0_g1), ATP synthase subunit alpha (TRINITY_DN18757_c0_g2), protein phosphatase 1A (TRINITY_DN26187_c0_g1), fructose-1,6-bisphosphatase 1 (TRINITY_DN21780_c1_g1), glyceraldehyde-3-phosphate dehydrogenase 2 (TRINITY_DN22610_c0_g2), putative glutamate synthase (TRINITY_DN27207_c0_g1), cathepsin L1 (TRINITY_DN18927_c0_g1), probable low-specificity L-threonine aldolase 2 (TRINITY_DN22377_c1_g1), serine/threonine-protein kinase (TRINITY_DN26090_c0_g1), fatty acid desaturase (TRINITY_DN19691_c0_g1), E3 ubiquitin-protein ligase (TRINITY_DN25425_c0_g4) and three genes annotated to unknown or uncharacterized proteins (TRINITY_DN27537_c0_g1, TRINITY_DN20229_c0_g1, and TRINITY_DN22439_c0_g5) were evaluated by qPCR (Figs. 7 and 8).

**Figure 7:**
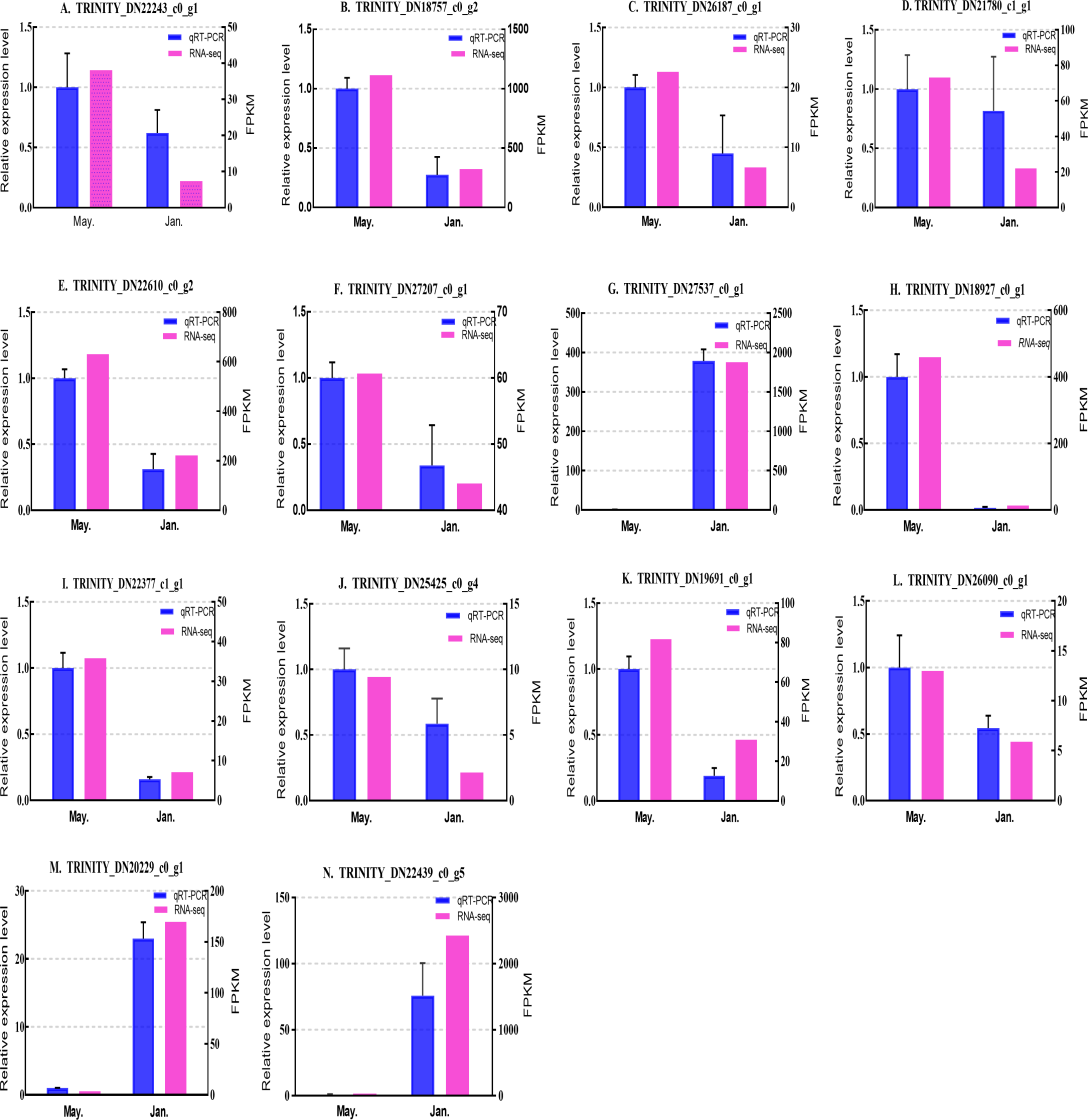
Validation expression patterns in *D. valens* adults by qPCR. The samples were collected in January 2019 and May 2019. (A) Staphylococcal nuclease domain-containing protein 1; (B) ATP synthase subunit alpha; (C) protein phosphatase 1A; (D) fructose-1,6-bisphosphatase 1; (E) glyceraldehyde-3-phosphate dehydrogenase 2; (F) putative glutamate synthase; (G) unknown; (H) cathepsin L1; (I) probable low-specificity L-threonine aldolase 2; (J) E3 ubiquitin-protein ligase; (K) fatty acid desaturase; (L) serine/threonine-protein kinase; (M) uncharacterized protein; (N) uncharacterized protein. The abscissa indicates different collection dates. The left ordinate represents the qPCR-based expression levels and the right ordinate represents the RNA-seq-based expression levels. The error bar refers to SEM and the N value represents three repetitions. FPKM: fragments per kilobase of transcript per million fragments mapped.

**Figure 8:**
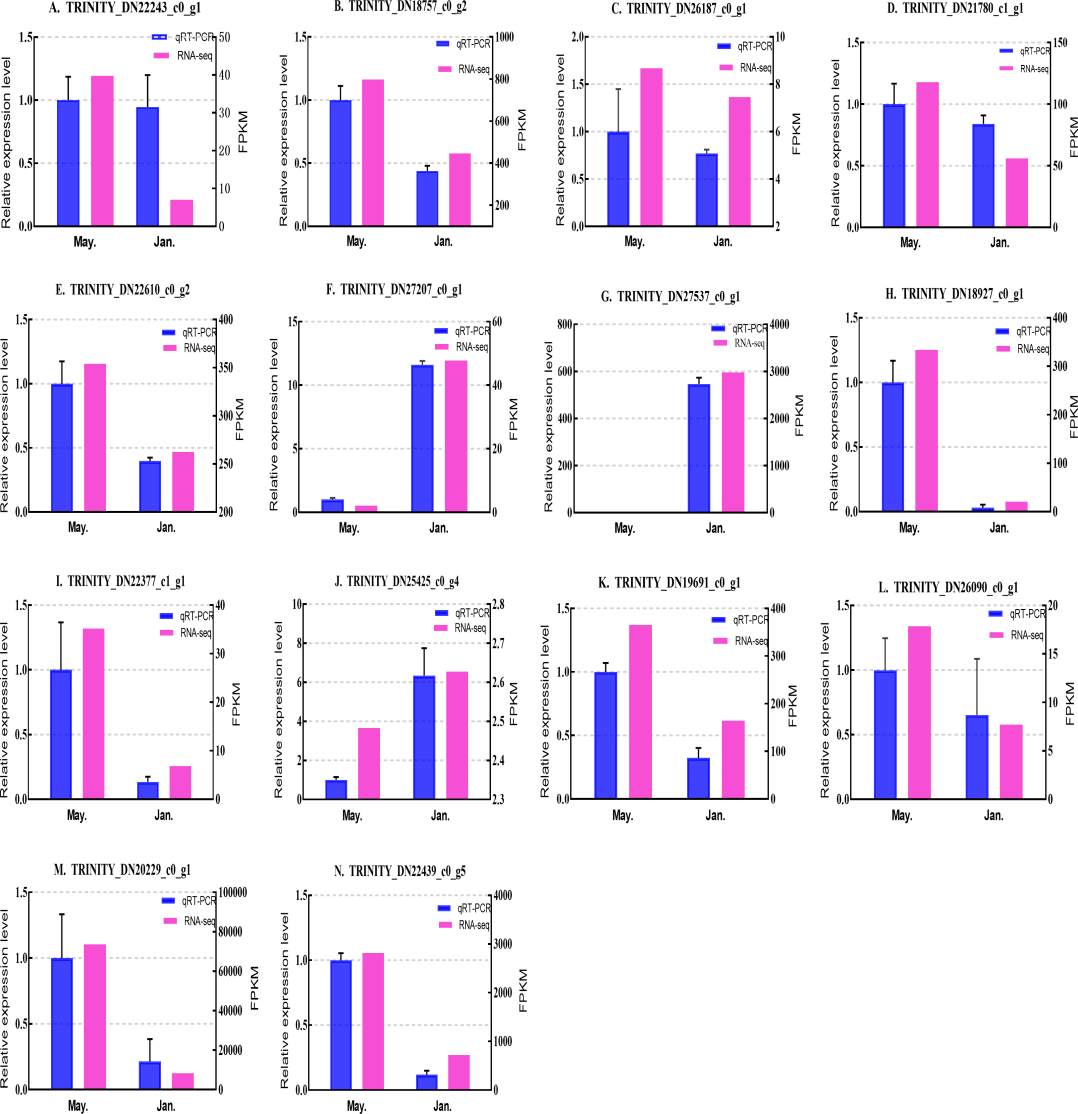
Validation expression patterns in *D. valens* larvae by qPCR. The samples were collected in January 2019 and May 2019. (A) Staphylococcal nuclease domain-containing protein 1; (B) ATP synthase subunit alpha; (C) protein phosphatase 1A; (D) fructose-1,6-bisphosphatase 1; (E) glyceraldehyde-3-phosphate dehydrogenase 2; (F) putative glutamate synthase; (G) unknown; (H) cathepsin L1; (I) probable low-specificity L-threonine aldolase 2; (J) E3 ubiquitin-protein ligase; (K) fatty acid desaturase; (L) serine/threonine-protein kinase; (M) uncharacterized protein; (N) uncharacterized protein. The abscissa indicates different collection dates. The left ordinate represents the qPCR-based expression levels and the right ordinate represents the RNA-seq-based expression levels. The error bar refers to SEM and the N value represents three repetitions. FPKM: fragments per kilobase of transcript per million fragments mapped.

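The 14 unigenes chosen for qPCR cover energy metabolism and digestion beside sequences without a known function. ATP synthase subunit alpha, fructose-1,6-bisphosphatase and glyceraldehyde-3-phosphate dehydrogenase stand in respiration and sugar synthesis, acyl-CoA desaturase keeps membranes fluid in the cold, cathepsin L1 digests protein, and staphylococcal nuclease domain-containing protein 1 acts in RNA control.

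From the FPKM limma calls 3 of the 14 in larvae. TRINITY_DN27207_c0_g1 (log2 fold change 3.96, standard error 0.36, adjusted p = 0.00113) and TRINITY_DN27537_c0_g1 (log2 fold change 8.76, standard error 0.36, adjusted p = 0.00113) rose, and the cathepsin L1-like TRINITY_DN18927_c0_g1 fell (log2 fold change -4.67, standard error 0.88, adjusted p = 0.00507, or 0.0158 to 0.022 without January larva 1, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.000805 to 0.055 over its alternatives). In adults it calls 5. TRINITY_DN27537_c0_g1 (log2 fold change 7.95, standard error 0.61, adjusted p = 0.00057) and TRINITY_DN22439_c0_g5 (log2 fold change 6.09, standard error 0.52, adjusted p = 0.000879) rose, as did TRINITY_DN20229_c0_g1 (log2 fold change 4.66, standard error 0.79, adjusted p = 0.00249, or 0.0133 without January adult 2 and 0.0117 without May adult 3, range 0.00193 to 0.0133 over its alternatives). The cathepsin fell (log2 fold change -5.39, standard error 0.65, adjusted p = 0.00167, or 0.0109 without May adult 3, range 0.0013 to 0.0109 over its alternatives). The nuclease domain protein TRINITY_DN22243_c0_g1 fell as well (log2 fold change -2.22, standard error 0.48, adjusted p = 0.0052, or 0.014 to 0.0229 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00193 to 0.0229 over its alternatives). Median-of-ratios scaling calls 8 in larvae and 12 in adults, without the adult rise of TRINITY_DN20229_c0_g1, and *D. ponderosae* scaling calls 7 and 9. Over both stages the 8 calls become 5 without May adult 3.

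Recomputed from the values in the paper's qPCR supplement, the log2 ratio of January to May has the same sign as the RNA-seq value in 12 of 14 unigenes in larvae and 13 of 14 in adults. It is -6.21 (SD 2.334, n = 3, exact permutation p = 0.1) for the cathepsin in larvae and -5.83 with p = 0.1 in adults, -1.18 with p = 0.1 and -2.34 with p = 0.1 for ATP synthase subunit alpha, -1.72 with p = 0.1 and -2.84 with p = 0.1 for the desaturase, and 8.76 with p = 0.1 and 7.67 with p = 0.1 for TRINITY_DN27537_c0_g1. The opposite sign appears in larvae for TRINITY_DN26187_c0_g1 (1.19 with p = 0.4) and TRINITY_DN25425_c0_g4 (4.57 with p = 0.1), and in adults for TRINITY_DN26090_c0_g1 (0.09 with p = 1.0).

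**Figure D2:**
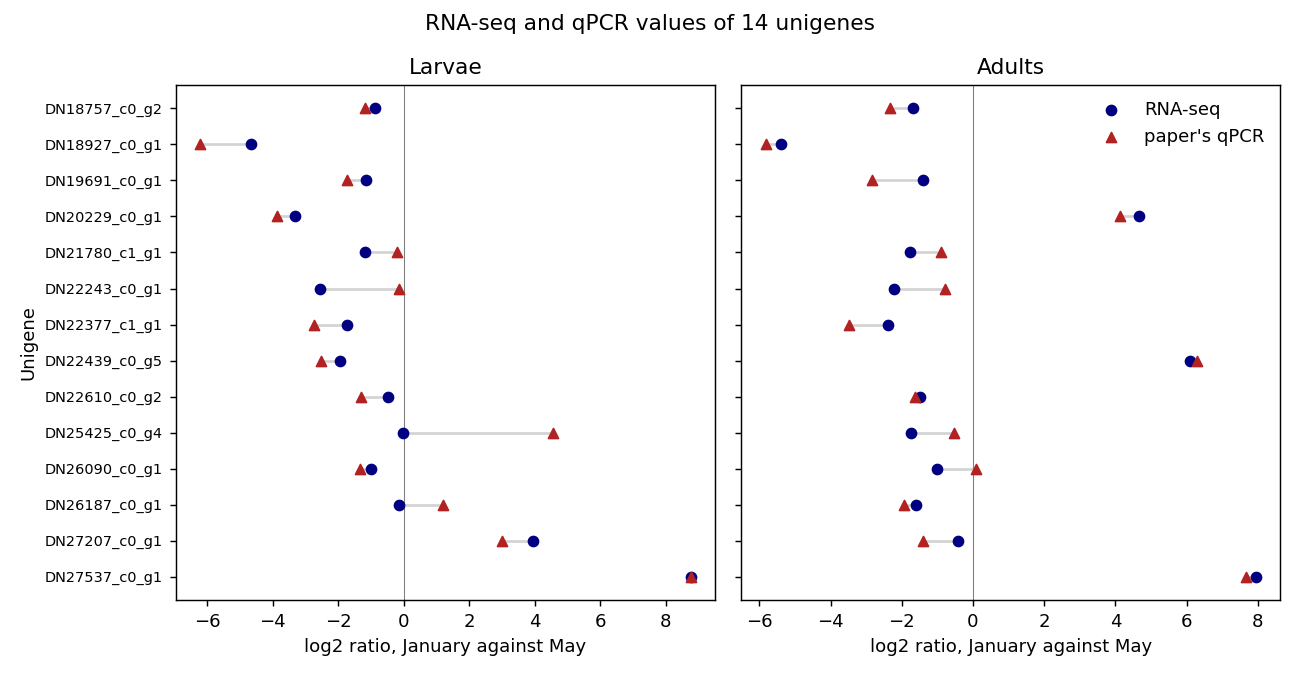
log2 ratio of January to May of 14 unigenes from RNA-seq (circles) and from the paper's qPCR values (triangles), larvae on the left and adults on the right. The pair of values lies on the same side of 0 for all but 3 unigene and stage pairs.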

Based on the qPCR results, the expression differences in the 14 DEGs were consistent with those detected by RNA-seq, indicating that the sequencing data were accurate and reliable and can be used as a reference for subsequent research. Slight differences in fold change values may be due to operational errors and the different principles of the analysis methods for transcriptome sequencing and qPCR.

## Discussion

### Transcriptome sequencing quality and analysis of differentially expressed genes

Based on searches against the Nr protein database of NCBI, 27,047 genes (45.88%) were homologous to known sequences, indicating that the transcriptome includes a large number of new genes with unknown functions. These genes may be related to the unique biological characteristics and environmental adaptability of the species. Taking May data as a control, comparing January data with May data, the result showed the 1,140 common DEGs between sampling dates in both larvae and adults, 370 were up-regulated in both adults and larvae and 505 were down-regulated, similar to the results of transcriptome analyses of the Chinese white wax scale insect (*Ericerus pela*) and the desert tenebrionid beetle (*Microdera punctipennis*), although the frequency of upregulated genes is low, these results suggest that some physiological activities remain active or are initiated in but no longer in May (Yu et al., 2016; Tusong et al., 2017).

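Reversible phosphorylation sets the activity of glycogen phosphorylase and of signalling kinases in the cold, and protein phosphatases remove the phosphate. ELOVL-type elongases lengthen the fatty acids of cuticular wax and membranes. RanBP2-like SUMO ligases act at the nuclear pore, ubiquitin ligases such as HERC4 and MARCH6 mark proteins for removal, and CYP4G enzymes make the cuticular hydrocarbons that hold water.

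Dual specificity phosphatase 14, TRINITY_DN23062_c0_g7, rose in larvae (log2 fold change 5.16, standard error 0.31, adjusted p = 0.00113) and in adults (log2 fold change 4.35, standard error 0.71, adjusted p = 0.00233, or 0.0139 without January adult 2 and 0.0116 without May adult 3, range 0.00118 to 0.0194 over its alternatives). The non-receptor phosphatase type 4-like TRINITY_DN24243_c2_g5 rose in larvae (log2 fold change 3.52, standard error 0.41, adjusted p = 0.00132) but not in adults, and its change differs between the stages (difference of log2 fold changes 4.11, standard error 0.65, adjusted p = 0.00577, or 0.0101 to 0.0194 when any library but January adult 3 is left out, range 0.00176 to 0.0211 over its alternatives). The elongase TRINITY_DN23125_c0_g1 rose in adults (log2 fold change 3.51, standard error 0.55, adjusted p = 0.00216, or 0.0133 without January adult 2 and 0.012 without May adult 3, range 0.000902 to 0.0133 over its alternatives), and its larval rise is not called with median-of-ratios scaling or *D. ponderosae* scaling. Its paralogue TRINITY_DN23351_c0_g3 fell in adults (log2 fold change -2.58, standard error 0.48, adjusted p = 0.0031, or 0.0102 to 0.0161 without January adult 1, January adult 2, May adult 1 or May adult 3, range 0.00201 to 0.0161 over its alternatives). The RanBP2-like SUMO ligase TRINITY_DN21168_c5_g8 rose in larvae (log2 fold change 3.17, standard error 0.44, adjusted p = 0.00193, or 0.011 without May larva 1, range 0.000399 to 0.0315 over its alternatives) and in adults (log2 fold change 3.04, standard error 0.56, adjusted p = 0.00296, or 0.0111 to 0.0166 without January adult 1, January adult 2, May adult 1 or May adult 3, range 0.00144 to 0.0166 over its alternatives).

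Cytochromes P450 went both ways. The 4C1-like TRINITY_DN26703_c1_g3, from the Nr list of 4 that were not selected by outcome, rose in larvae (log2 fold change 3.40, standard error 0.71, adjusted p = 0.00764, or 0.0182 to 0.032 without January larva 1, January larva 2, January larva 3, May larva 1 or May larva 3, range 0.00417 to 0.0754 over its alternatives) and in adults (log2 fold change 2.91, standard error 0.74, adjusted p = 0.00989, or 0.0194 to 0.048 without January adult 2, January adult 3, May adult 1, May adult 2 or May adult 3, range 0.00776 to 0.0763 over its alternatives), the larval rise under an equal FPKM sum as well and the adult rise under none of the 4 scalings. Of the other 3 in that list, the 49a1 match TRINITY_DN25602_c2_g1 rose in larvae with FPKM as deposited but not with median-of-ratios scaling or *D. ponderosae* scaling (log2 fold change 2.83, standard error 0.45, adjusted p = 0.00287, or 0.0103 to 0.0142 without January larva 1, May larva 1 or May larva 2, range 0.000328 to 0.0313 over its alternatives). CYP4BG2, TRINITY_DN22207_c1_g2, rose in larvae with FPKM as deposited, and of the 4 scalings only with an equal FPKM sum (log2 fold change 1.63, standard error 0.32, adjusted p = 0.00575, or 0.0131 to 0.0245 without January larva 1, January larva 2, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.00497 to 0.382 over its alternatives). A further 4C1-like, TRINITY_DN25370_c0_g6, did not pass in larvae (log2 fold change 4.19, standard error 0.95, adjusted p = 0.01), where it is called higher with an equal FPKM sum, in one fit of all 12 libraries, without May larva 3 and at an adjusted p under 0.05, and rose in adults, though not with median-of-ratios scaling or an equal sum without the 20 most abundant unigenes (log2 fold change 3.86, standard error 0.84, adjusted p = 0.00525, or 0.011 to 0.026 without January adult 2, January adult 3, May adult 1, May adult 2 or May adult 3, range 0.00359 to 0.0331 over its alternatives). Among the 3 in the first 712 rows of Table S3, the CYP4G match TRINITY_DN22103_c0_g1 fell in larvae (log2 fold change -2.81, standard error 0.40, adjusted p = 0.00208, or 0.0133 without May larva 1, range 0.000384 to 0.0423 over its alternatives) and in adults (log2 fold change -2.63, standard error 0.53, adjusted p = 0.00382, or 0.0128 to 0.0148 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00168 to 0.0148 over its alternatives). The 4c3-like TRINITY_DN24057_c1_g2 fell in adults (log2 fold change -5.25, standard error 0.52, adjusted p = 0.00129, or 0.011 without January adult 2, range 0.000558 to 0.011 over its alternatives). The 4C1-like TRINITY_DN22478_c0_g1 did not pass in larvae (log2 fold change 2.96, standard error 1.11, adjusted p = 0.0608) and was not tested in adults.

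The unigene matching the putative protein DDB_G0290503, TRINITY_DN20894_c0_g1, did not pass in adults (log2 fold change -1.62, standard error 0.51, adjusted p = 0.0252). It is called lower in adults with median-of-ratios scaling and with an equal sum without the 20 most abundant unigenes, and its larval rise is not called with median-of-ratios scaling or *D. ponderosae* scaling. The leucine-rich repeat protein TRINITY_DN24630_c0_g1 fell in adults (log2 fold change -4.02, standard error 0.56, adjusted p = 0.00195, or 0.013 without January adult 2 and 0.011 without May adult 3, range 0.0013 to 0.013 over its alternatives).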

The 370 up-regulated genes in both adult and larvae encoded several proteins that may be related to cold tolerance, including protein phosphatase, elongation of very long chain fatty acids protein, E3 SUMO-protein ligase, cytochrome P450, and putative leucine-rich repeat-containing protein. Studies show that under low-temperature and freeze-thaw conditions, protein phosphorylation and dephosphorylation are important regulatory mechanisms related to many metabolic functions. Protein kinases and phosphatases can regulate the activity of many transcription factors and participate in the differential expression of genes involved in cold and freeze resistance (Pfister & Storey, 2006). Overwintering insects need to neutralize or prevent the production of harmful metabolites. To modify cytotoxic metabolites, cytochrome P450 in the Antarctic midge (*Belgica antarctica*) is up-regulated during recovery from dehydration (Benoit et al., 2009). We speculate that cytochrome P450 plays a similar role in cold tolerance. In addition, elongation of very long chain fatty acids protein and leucine-rich repeat-containing protein contribute to the synthesis and metabolism of low-molecular-weight cryoprotectants, and other genes may be important for the maintenance of dormancy and related physiological processes.

We identified 1,140 unigenes with differential expression in both adults and larvae, accounting for only 18.72% of the DGEs in adults and 25.99% of the DGEs in larvae. Most of the DGEs were not expressed in adults and larvae but were involved in the synthesis and expression of adaptation-related genes at low temperatures, such as some heat shock proteins, the sugar transporter SWEET1, and calcium channel proteins. For cell survival, heat shock proteins are important for survival during the winter. Many insects alleviate stress by up-regulating HSP (Storey & Storey, 2011; King & MacRae, 2015; Toxopeus, Koštál & Sinclair, 2019; Li, Wang & Jiang, 2019), but only a subset of HSP genes are up-regulated, consistent with previous results (Zhang et al., 2011). In this study, HSP genes were up-regulated in both adult and larvae, including *hsp20*, *hsp70*, and *hsp90*. 

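Heat shock proteins refold or hold proteins that cold has unfolded. HSP90 stabilises kinases and receptors, and HSP70 cognates are made all the time, with cognate 3 (BiP) in the endoplasmic reticulum and cognate 4 in the cytosol.

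The first 1999 rows of the Nr annotation hold 5 heat shock proteins and chaperones with an insect match, a list not selected by outcome. HSP70 A1-like, TRINITY_DN26176_c0_g3, fell in larvae (log2 fold change -4.73, standard error 1.00, adjusted p = 0.0078, or 0.0109 to 0.0288 without January larva 2, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.00364 to 0.0551 over its alternatives). Cognate 3, TRINITY_DN22210_c3_g1, fell there too (log2 fold change -2.43, standard error 0.47, adjusted p = 0.00585, or 0.0145 to 0.025 without January larva 1, January larva 2, January larva 3, May larva 2 or May larva 3, range 0.00206 to 0.0363 over its alternatives). Cognate 2-like, TRINITY_DN22277_c0_g1, rose in larvae with FPKM as deposited but not with median-of-ratios scaling or *D. ponderosae* scaling (log2 fold change 2.34, standard error 0.36, adjusted p = 0.00251, or 0.0111 without January larva 3 and 0.012 without May larva 1, range 0.00202 to 0.0581 over its alternatives). In adults cognate 4, TRINITY_DN25362_c3_g2, rose (log2 fold change 4.14, standard error 0.71, adjusted p = 0.00255, or 0.0109 to 0.0147 without January adult 1, January adult 2 or May adult 3, range 0.00169 to 0.0873 over its alternatives). So did an HSP90, TRINITY_DN20846_c0_g2 (log2 fold change 4.35, standard error 0.65, adjusted p = 0.00205, or 0.0133 without January adult 2 and 0.0111 without May adult 3, range 0.00134 to 0.0871 over its alternatives), whose best match is the nematode *Wuchereria bancrofti*. Neither of these passed in larvae or in the interaction test. Among the larvae the HSP90 stands at 113 FPKM in January larva 3 and 98.6 FPKM in May larva 1, and cognate 4 at 60.2 and 92.2 FPKM, while both stay at or under 1.51 FPKM in the other 4 larvae. This is close to the profile of the unigenes shared by those 2 larvae, so the adult rise of both cannot be assigned to the beetle from these libraries.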

The differentially co-expressed gene set only one *hsp70* and one *hsp68*. Although the specific function of *hsp70* in survival at low temperatures in insects is not clear, it improves the response to stress by re-folding damaged proteins and re-dissolving insoluble proteins (Craig et al., 1985) as well as marking irreparable proteins for degradation (Terlecky et al., 1992). 

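SWEET transporters move sugars across membranes down their gradient, without the cell spending energy.

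The SWEET1 match in the Nr annotation used here, TRINITY_DN20419_c2_g1, did not pass in larvae (log2 fold change -1.05, standard error 0.65, adjusted p = 0.215) or in adults (log2 fold change -0.69, standard error 0.54, adjusted p = 0.317). With median-of-ratios scaling, alone of the 4 scalings, it is called lower in adults.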

The sugar transporter SWEET1 is a cold tolerance gene based on a transcriptome analysis of the Asian lady beetle (*Harmonia axyridis*) at normal and low temperatures (Tang et al., 2017). 

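Voltage-gated calcium channels couple membrane potential to contraction and secretion. The alpha-1 subunit forms the pore in muscle, and alpha-2/delta subunits carry it to the surface. A chill lowers the potential across insect muscle and lets calcium flood in, which is a cause of chill injury.

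The alpha-2/delta-3 subunit TRINITY_DN23276_c0_g1, the only calcium channel protein in the first 712 rows of Table S3, rose in larvae (log2 fold change 2.38, standard error 0.26, adjusted p = 0.00122). It did not pass in adults (log2 fold change -1.96, standard error 0.53, adjusted p = 0.0122), and the stages differ (difference of log2 fold changes 4.34, standard error 0.66, adjusted p = 0.00523, or 0.0107 to 0.0218 when any library but January larva 3, January adult 3 or May adult 2 is left out, range 0.00144 to 0.0218 over its alternatives, not called with median-of-ratios scaling or *D. ponderosae* scaling). The muscle alpha-1 subunit TRINITY_DN26185_c0_g1, the 1 of 3 calcium channel unigenes of the Nr list that was tested, rose in larvae (log2 fold change 2.32, standard error 0.29, adjusted p = 0.00154, or 0.0122 without May larva 1, range 0.000697 to 0.0457 over its alternatives). Nor did it pass in adults (log2 fold change -1.97, standard error 0.51, adjusted p = 0.0107), and its change too differs between the stages (difference of log2 fold changes 4.29, standard error 0.64, adjusted p = 0.00497, or 0.0108 to 0.0201 when any library but January larva 3, January adult 2, January adult 3 or May adult 2 is left out, range 0.00182 to 0.0213 over its alternatives). Both are called lower in adults under each of the 4 scalings, except the alpha-2/delta-3 subunit with *D. ponderosae* scaling, and the larval rise of both is called under each scaling run.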

In larvae, calcium channel proteins are significantly up-regulated compared to levels in adults, and calcium signaling pathways are also important in cold stress signaling (Reddy et al., 2011; Denlinger et al., 2013; Wang et al., 2013).

Most of Duman’s work (as well as Koštál’s) has centered on freeze avoiding species that deeply supercool—hence, the interest in antifreeze proteins by these authors. For lots of other species, however, freeze tolerance is the adaptation used (Koštál et al., 2011a; Koštál et al., 2011b; Duman, 2015). However, anti-freeze proteins (AFPs) were not included in our significant DEG sets. It may be due to *D. valens* is a freezing-tolerant species by using the freeze tolerance strategy for subzero survival. It can permit extracellular ice formation within tissues and actively form ice-nucleating proteins (Zhao, Yang & Gregoire, 2009). It is possible that the relationship between transcript and protein levels is complex, and transcriptome and proteome analyses often show weak correlations between transcript and protein level (Cui et al., 2017).

### Analysis of genes related to cold tolerance among common DEGs

A large number of DEGs were related to the synthesis and metabolism of small cryoprotectants. Freezing-tolerant insects accumulate low-molecular-weight cryoprotectants, such as polyols (e.g., glycerol), sugars (e.g., trehalose), or amino acids (e.g., proline), to confer freezing tolerance. Elevated proline concentrations in the body can improve the survival of cold-sensitive *D. melanogaster* larvae at low temperatures, and trehalase plays a role in regulating the cold tolerance in *H*.*axyridis* and New Zealand alpine insects (Imek et al., 2012; Wharton, 2011; Tang et al., 2017). In our results, there are seven facilitated trehalose transporter Tret1 genes differentially expressed (Fig. 6). 

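Tret1 carries trehalose out of the fat body into the blood and into cells that use it. Beetles carry several copies of the gene.

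Of 7 Tret1 unigenes limma calls 3 lower of 7 tested in larvae (3 lower adjusted over the list alone) and 3 lower of 7 tested in adults (4 lower adjusted over the list alone). TRINITY_DN22684_c0_g1 (log2 fold change -4.53, standard error 0.39, adjusted p = 0.00113) and TRINITY_DN20184_c0_g1 (log2 fold change -3.51, standard error 0.49, adjusted p = 0.0019) fell in larvae. They fell in adults as well, the former (log2 fold change -3.85, standard error 0.46, adjusted p = 0.00167, or 0.0133 without January adult 2 and 0.0107 without May adult 3, range 0.000296 to 0.0133 over its alternatives) and the latter (log2 fold change -4.73, standard error 0.50, adjusted p = 0.00148, or 0.0115 without January adult 2 and 0.0105 without May adult 3, range 0.000296 to 0.0115 over its alternatives). In the Nr list of 5 Tret1 unigenes, not selected by outcome, TRINITY_DN25295_c0_g2 rose in larvae (log2 fold change 2.07, standard error 0.25, adjusted p = 0.0014, or 0.012 without May larva 1, range 0.00131 to 0.0686 over its alternatives) and TRINITY_DN21956_c0_g7 fell (log2 fold change -2.56, standard error 0.53, adjusted p = 0.00709, or 0.0209 to 0.0276 without January larva 1, January larva 2, January larva 3, May larva 1 or May larva 3, range 0.00221 to 0.0674 over its alternatives), so the copies do not move as 1 group. In adults TRINITY_DN20263_c0_g2 fell (log2 fold change -3.44, standard error 0.54, adjusted p = 0.00219, or 0.0133 without January adult 2 and 0.0111 without May adult 3, range 0.00133 to 0.0133 over its alternatives).

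Removing 1 library, the adult count becomes 0 without January adult 2 or May adult 3 (5 to 6 at an unadjusted p under 0.05). Other scaling choices give in larvae 5 lower with median-of-ratios scaling or *D. ponderosae* scaling, and in adults 6 lower with median-of-ratios scaling.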

The correlation between cold tolerance and upregulation of trehalose transporters has been demonstrated in the cold-acclimated spring field cricket (*Gryllus veletis*) transcriptome. It is speculated that the *Tret-1* promotes trehalose export from the fat body into the hemolymph during acclimation, resulting in hemolymph trehalose accumulation (Toxopeus, Des Marteaux & Sinclair, 2019). Pyrroline-5-carboxylate reductase is very important in the synthesis of proline. Studies have shown that *D. melanogaster*, the Antarctic midge (*B. antarctica*) and New Zealand stick insects up-regulate the pyrroline-5-carboxylate reductase in association with proline accumulation (MacMillan et al., 2017; Teets et al., 2012a; Teets et al., 2012b; Dennis et al., 2015). Fatty acid synthase-related genes are differentially expressed at low temperatures, it has been showned that the production of fatty acids maintained the homoeoviscosity of the cellular membranes, which contributes to enhanced cold tolerance (Kayukawa et al., 2007; Michaud & Denlinger, 2007; Goto et al., 2010).

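Cathepsins B and L are cysteine proteases that beetles secrete into the midgut and use in lysosomes. Zinc finger proteins with C2HC or C2H2 domains bind DNA or RNA. NADH dehydrogenase subunits belong to complex I, where electrons from the citrate cycle enter the respiratory chain.

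Of 6 cathepsins limma calls 4 lower of 6 tested in larvae (6 lower adjusted over the list alone) and 6 lower of 6 tested in adults (6 lower adjusted over the list alone). This list shares members with those of the lysosome and autophagy, so its counts are not a separate result. Cathepsin B, TRINITY_DN19697_c0_g1, fell in adults (log2 fold change -6.31, standard error 0.60, adjusted p = 0.00123). A further cathepsin B, TRINITY_DN20068_c0_g1, fell in larvae (log2 fold change -4.82, standard error 0.64, adjusted p = 0.00166, or 0.0104 without May larva 1, range 8.83e-05 to 0.0265 over its alternatives) and in adults (log2 fold change -6.09, standard error 0.52, adjusted p = 0.000879). Cathepsin L, TRINITY_DN21836_c0_g1, fell in larvae (log2 fold change -4.71, standard error 0.56, adjusted p = 0.00136) and in adults (log2 fold change -5.04, standard error 0.48, adjusted p = 0.00123, or 0.0101 without January adult 2, range 0.000259 to 0.0101 over its alternatives). Of 9 zinc finger proteins the calls are 7 higher of 9 tested in larvae (7 higher adjusted over the list alone) and 1 higher of 9 tested in adults (1 higher adjusted over the list alone). The C2HC protein TRINITY_DN23603_c0_g1 rose in larvae (log2 fold change 4.04, standard error 0.46, adjusted p = 0.00127), and so did TRINITY_DN21223_c0_g1 (log2 fold change 3.04, standard error 0.42, adjusted p = 0.00188, or 0.0112 without May larva 1, range 0.000225 to 0.0315 over its alternatives).

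Of 33 zinc finger proteins in the Nr list, not selected by outcome, limma calls 9 higher of 19 tested in larvae (10 higher adjusted over the list alone) and 1 higher of 25 tested in adults (1 higher adjusted over the list alone). Over all unigenes tested 3727 of 11635 are higher in larvae, or 1659 with median-of-ratios scaling, and 6624 of 23423 in adults. The list was not tested against these shares. The ZNF598 match TRINITY_DN26309_c0_g1 rose in larvae (log2 fold change 2.48, standard error 0.36, adjusted p = 0.0021, or 0.0139 without May larva 1, range 0.00175 to 0.0385 over its alternatives). The NADH dehydrogenase alpha subcomplex subunit 12, TRINITY_DN22443_c2_g2, rose in larvae with FPKM as deposited (log2 fold change 2.50, standard error 0.34, adjusted p = 0.00182, or 0.0112 without May larva 1, range 0.000419 to 0.0318 over its alternatives). That rise is not called with median-of-ratios scaling or *D. ponderosae* scaling, and in adults the unigene is called lower under each of the 4 scalings but an equal FPKM sum.

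With libraries removed in turn, the larval count of cathepsins becomes 2 lower without January larva 1, January larva 3, May larva 2 or May larva 3 and 1 lower without May larva 1. The adult number of cathepsins turns to 3 lower without January adult 2. For larvae the count of zinc fingers is 2 higher without May larva 1. The adult tally of zinc fingers is 0 without January adult 1, January adult 2, May adult 1 or May adult 3 (2 to 4 at an unadjusted p under 0.05) and 5 higher without January adult 3. Then in larvae the count of zinc fingers in the Nr list becomes 3 higher without January larva 1, 2 higher without January larva 3 or May larva 3, 1 higher without May larva 1 and 5 higher without May larva 2. The adult count of zinc fingers in the Nr list is then 0 without January adult 2 or May adult 3 (4 at an unadjusted p under 0.05) and 4 higher without January adult 3. Scaling alternatives give in larvae 5 higher and 2 lower with median-of-ratios scaling and 6 higher and 1 lower with *D. ponderosae* scaling, and in adults 1 lower with median-of-ratios scaling, 2 higher with *D. ponderosae* scaling and 0 with an equal FPKM sum or an equal sum without the 20 most abundant unigenes (3 to 5 at an unadjusted p under 0.05), all for zinc fingers. For zinc fingers in the Nr list the scalings give in larvae 3 higher and 1 lower with median-of-ratios scaling or *D. ponderosae* scaling, and in adults 4 lower with median-of-ratios scaling and 3 higher with *D. ponderosae* scaling.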

A number of genes we observed in *D. valens* have been suggested as contributing to the cold tolerance of insects including cathepsin (Dennis et al., 2015), fructose-2,6-bisphosphatase (Fraser et al., 2017), pancreatic triacylglycerol lipase (Bonnett et al., 2012; Fraser et al., 2017), zinc finger proteins (Xu et al., 2017), glyceraldehyde-3-phosphate dehydrogenase 2 (Fraser et al., 2017), NADH dehydrogenase (Dunning et al., 2013), ATP synthase subunit alpha (Li & Denlinger, 2008), elongation factor (Tusong et al., 2017), staphylococcal nuclease domain-containing protein 1 (Dunning et al., 2013), etc. We hypothesize that changes in the expression of these genes increase the cold tolerance of *D. valens*.

In this study, 12 cytoskeletal genes were differentially expressed (e.g., *Tubulin*, *Actin*, and *Myosin*; Table 4), and cytoskeletal genes have been identified to play an important role in adaptation to low temperature in many other insects such as the northern house mosquito (*Culex pipiens*) (Kim et al., 2006), the drosophilid fly (*Chymomyza costata*) (Stetina et al., 2018), *M. punctipennis* (Tusong et al., 2017), *D. melanogaster* (Dennis et al., 2016), the fall field cricket (*Gryllus pennsylvanicus*) (Des Marteaux et al., 2017). We speculate that the differential expression of cytoskeletal genes are necessary particularly for maintaining cell integrity during the wintering period. In addition, studies have shown that the drosophilid fly (*C. costata*) (Poupardin et al., 2015), the spring field cricket (*G. vele tis*) (Toxopeus, Des Marteaux & Sinclair, 2019) and the flesh fly (*Sarcophaga bullata*) (Teets et al., 2012a; Teets et al., 2012b) upregulate some signaling genes after cold treatment. The expression of some signal transduction-related genes in *D. valens* (such as guanine nucleotide-binding protein, Ca^2+^ channel, G kinase-anchoring protein, G-protein coupled receptor Mth2; Table 4) were altered with temperature, but it is difficult to predict how these changes enhance cold cold tolerance.

In addition, low-molecular-weight cryoprotectants are related to anabolism genes, cytoskeleton protein genes, and repair-related genes (Toxopeus & Sinclair, 2018), in addition to many unannotated genes. Although the specific mechanism of action of these genes in insects is unclear, they may also play an important role in cold resistance. Cold tolerance in insects is a complex process, involving interactions among multiple genes (Toxopeus & Sinclair, 2018).

DEGs involved in cold tolerance are expected to be up-regulated under cold stress; however, most DEGs in our study were down-regulated. One is that the metabolic rate of *D. valens* in January may be much lower than in May. Studies have shown that when spring becomes warmer, almost all enzymes involved in carbohydrate metabolism (glycolysis, citric acid cycle, glycerol biosynthesis), oxidative stress tolerance, detoxification mechanism, cryoprotectant metabolism protein levels decrease than winter, the strong winter metabolic suppression inhibition can improve the supercooling ability, which has been verified in the overwintering mountain pine beetles (Lester & Irwin, 2012; Bonnett et al., 2012; Robert et al., 2016). Second, it is possible that genes and proteins related to low temperature adaptation were upregulated at the beginning of the winter and that expression dropped when they were no longer needed, with the saturation of expression levels in late January (Fraser et al., 2017). Therefore, protein expression levels should be a focus of future research.

### Cold tolerance-associated GO and KEGG enrichment analysis

GO terms that were significantly enriched in the down-regulated gene set were carbohydrate metabolism processes, hydrolase activity, cellulase activity, catalytic activity and so on. It is similar to the GO enrichment results of the differentially expressed genes of the European spurge hawkmoth (*Hyles euphorbiae*) under cold treatment (Barth et al., 2018). Under stress, metabolic processes are down-regulated in many organisms, and the down-regulation of hydrolase and cellulase activity may be the result of metabolic down-regulation. The downregulation of carbohydrate metabolism suggests that the relationship between energy utilization and temperature is altered in insects during the winter by changes in thermal sensitivity and the inhibition of metabolic rates; these insects adapt to low temperature by changing energy metabolism (Storey & Storey, 1990; Sinclair, 2015).

In the co-expressed gene set, a KEGG enrichment analysis showed enrichment for pentose and glucuronate interconversions, lysosome, autophagy—animal, and so on. The autophagy pathway shows that *D. valens* activates its own protective mechanism to repair and clear damaged cells under stress to maintain body operation. We hypothesize that the ability of *D. valens* to clear cold damaged cells may increase in winter (Allen & Baehrecke, 2020).

The pathways basal transcription factors and homologous recombination were significantly enriched in the up-regulated gene set. Studies have shown that RNA polymerase II-dependent transcription involves the regulation of basic transcription factors, and RNA polymerases I, II, and III are also up-regulated in the transcripts of cold-acclimated *G. veletis* (Toxopeus, Des Marteaux & Sinclair, 2019). Some significantly enriched pathways (pentose and glucuronate interconversions, galactose metabolism, fatty acid elongation, citrate cycle (TCA cycle), lysosome, and autophagy—animal) were detected for common down-regulated DEGs. 

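The citrate cycle and oxidative phosphorylation supply ATP in active insects, and many dormant insects turn them down while their metabolic rate falls. Fumarate hydratase and malate dehydrogenase are late steps of the cycle. Cytochrome c1 and cytochrome c oxidase subunits 4 and 7C belong to complexes III and IV of the respiratory chain and are encoded in the nucleus.

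Cytoplasmic malate dehydrogenase, TRINITY_DN19831_c0_g2, fell in adults (log2 fold change -2.68, standard error 0.49, adjusted p = 0.00297, or 0.0101 to 0.0154 without January adult 1, January adult 2, May adult 1 or May adult 3, range 0.00209 to 0.0154 over its alternatives). The fumarate hydratase-like TRINITY_DN24815_c2_g1 fell too (log2 fold change -2.25, standard error 0.52, adjusted p = 0.00653, or 0.0128 to 0.0278 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00205 to 0.0278 over its alternatives). Of 12 unigenes of oxidative phosphorylation limma calls 1 higher of 11 tested in larvae (1 higher adjusted over the list alone) and 3 lower of 11 tested in adults (2 lower adjusted over the list alone). Cytochrome c1, TRINITY_DN24265_c0_g1, fell in adults (log2 fold change -2.86, standard error 0.45, adjusted p = 0.00216, or 0.0133 without January adult 2 and 0.0127 without May adult 3, range 0.00153 to 0.0133 over its alternatives). Subunit 7C, TRINITY_DN24379_c0_g1, fell likewise (log2 fold change -2.69, standard error 0.50, adjusted p = 0.00308, or 0.0101 to 0.015 without January adult 1, January adult 2, May adult 1 or May adult 3, range 0.00175 to 0.015 over its alternatives). None of these falls passed the thresholds in larvae with FPKM as deposited, and none passed the interaction test.

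Once 1 library is left out, the larval count becomes 0 without May larva 1 (1 at an unadjusted p under 0.05). Among adults the count is 1 lower without January adult 1 or May adult 1 and 0 without January adult 2 or May adult 3 (8 to 9 at an unadjusted p under 0.05). Across the scalings there are in larvae 7 lower with median-of-ratios scaling and 5 lower with *D. ponderosae* scaling, and in adults 10 lower with median-of-ratios scaling, 6 lower with *D. ponderosae* scaling or an equal FPKM sum and 9 lower with an equal sum without the 20 most abundant unigenes.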

Similar results were obtained in the transcriptome response to cold stress of the ladybird (*Cryptolaemus montrouzieri*) (Zhang et al., 2015) and *Galeruca daurica* (Joannis) (Zhou et al., 2019). These metabolic pathways indicated that overwintering *D. valens* may produce or consume less energy, consistent with the general response of winter insects to low temperatures by inhibiting the metabolic rate (Sinclair, 2015).

In conclusion, we used RNA-Seq technology to analyze the *D. valens* transcriptome at different periods in the field. We identified many common genes and pathways with potentially important roles in overwintering, improving our understanding of the molecular basis for survival in low temperatures. This study provides an overview of candidate genes associated with cold tolerance in insects, and further validation and functional analyses are needed. Our data will facilitate further molecular studies of cold tolerance in *D. valens* and provide new insights into insect adaptation to harsh environments.

## Conclusions

In a comparative transcriptome analysis of *D. valens* in January and May, we used the samples collected in May as controls and detected 4,387 and 6,091 DEGs in larvae and adults, respectively, including 1,140 genes that differentially expressed at both stages, among which 538 genes were up-regulated and 602 genes were down-regulated in larvae; in adults, 467 genes were up-regulated and 673 genes were down-regulated. During the overwintering process, one strategy for survival in low temperatures is the synthesis of low-molecular-weight antifreeze substances, anti-oxidative stress factors, molecular chaperones, and signal transduction factors. The DEGs were enriched for the GO terms cellulase activity, hydrolase activity, and carbohydrate metabolism and for the lysosomal and pentose and glucuronate interconversions metabolic pathways. We identified 140 genes that may be related to cold tolerance in the common DEGs, some of which are associated with cold tolerance based on previous studies. The results provided basic data for the subsequent discovery of key genes for cold tolerance in *D. valens* and the discovery of molecular mechanisms underlying this trait.

##  Supplemental Information

10.7717/peerj.10864/supp-1 Figure S1 GO functional enrichment of the common DEGs The vertical axis represents the pathway name, and the horizontal axis represents the Rich factor. The larger the Rich factor, the greater the degree of enrichment, the size of the dots indicates how many genes are in this pathway, and the colors of the dots correspond to different Qvalue ranges. Red indicates significant enrichment.

10.7717/peerj.10864/supp-2 Figure S2 Enrichment and dispersion point map of the common DEGs of KEGG pathway The vertical axis represents the pathway name, and the horizontal axis represents the rich factor. The larger the rich factor, the greater the degree of enrichment, the size of the dots indicates how many genes are in this pathway, and the colors of the dots correspond to different Qvalue ranges. Red indicates significant enrichment.

10.7717/peerj.10864/supp-3 Table S1 The quantitative PCR primers of candidate genes in *D. valens.*

10.7717/peerj.10864/supp-4 Table S2 Assembly statistics of* D. valens* transcriptome

10.7717/peerj.10864/supp-5 Table S3 Annotations of the common DEGs

10.7717/peerj.10864/supp-6 Supplemental Information 6 NR annotation

10.7717/peerj.10864/supp-7 Supplemental Information 7 qRT-PCR raw data

10.7717/peerj.10864/supp-8 Supplemental Information 8 Assembly sequence of *Dendroctonus valens* The Transcriptome Shotgun Assembly project for review, will be available at DDBJ/EMBL/GenBank under the accession GIWV00000000.

10.7717/peerj.10864/supp-9 Supplemental Information 9 Short summary busco result

## Additional Information and Declarations

### Field Study Permissions

The following information was supplied relating to field study approvals (i.e., approving body and any reference numbers): Field sample collection has been approved by Heihe National Nature Reserve in Inner Mongolia. Liu Yushan, head of Chifeng Forest Protection Station in Inner Mongolia, approved sample collection.

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: The Dendroctonus valens transcriptomes sequences are available at NCBI SRA: SRR11210693 to SRR11210704. They are also accessible via Figshare: Zhao, Dongfang (2021): Dendroctonus valens. figshare. Dataset. https://doi.org/10.6084/m9.figshare.11998458.v1. Zhao, Dongfang (2021): Dendroctonus valens. figshare. Dataset. https://doi.org/10.6084/m9.figshare.12005409.v1. Zhao, Dongfang (2021): Dendroctonus valens. figshare. Dataset. https://doi.org/10.6084/m9.figshare.12005142.v1.

### Data Availability

The following information was supplied regarding data availability: Data are available at NCBI SRA (PRJNA609406) and at NCBI GEO (GSE156139).

# Supplementary material for: Expression analysis of genes related to cold tolerance in Dendroctonus valens
**Source:** PeerJ. 2021 Mar 9;9:e10864. doi: 10.7717/peerj.10864
**Supplement:** Table S1

Table S1: The quantitative PCR primers of candidate genes in *D. valens*

| **Gene ID** | **Primer sequences（5’-3’）** | **Product length（bp）** | **Primer-pair efficiency（%）** | **R^2^** |
| --- | --- | --- | --- | --- |
| TRINITY_DN22243_c0_g1 | F:TCCATGGATGTTTGAGGCCC R:TCTGACGACTGTTGCCAGAC | 187 | 109.4 | 0.997 |
| TRINITY_DN18757_c0_g2 | F:TCAACGTCGGTCTGTCTGTG  R:ACGTACTGGCCCTGTTTGAG | 208 | 105.5 | 0.997 |
| TRINITY_DN26187_c0_g1 | F:GGGCGAGGACAAATCAGGAA  R:AGCCATTTCAGAGGGAAGGC | 160 | 96.7 | 0.996 |
| TRINITY_DN21780_c1_g1 | F:TGGCCGAACAGACCAAAGTT  R:ATGAGCAAAGCCACCGTGTA | 235 | 94.2 | 0.998 |
| TRINITY_DN22610_c0_g2 | F:TTATGACGACTGTCCACGCC  R:TGCCAGTCAATTTGCCGTTG | 171 | 99.5 | 0.998 |
| TRINITY_DN27207_c0_g1 | F:GCAATGAATAAGCTGGGCGG  R:AGATCATCAGCGTGTGCCAA | 152 | 104.4 | 0.993 |
| TRINITY_DN27539_c3_g1 | F:ATTGCATCCTGGGGTTGGAG  R:CGTAGTAGCTGGTGCCGTAG | 186 | 93.4 | 0.993 |
| TRINITY_DN18927_c0_g1 | F:AAACTTTGGATGCGATGGCG  R:ACAGCGCTTCTTCATCACCA | 182 | 96.3 | 0.999 |
| TRINITY_DN22377_c1_g1 | F:TCCACGTCGATCTGCAAACA  R:GCCATCGCAATGTCTTCGTC | 208 | 99.2 | 0.994 |
| TRINITY_DN26090_c0_g1 | F:TGCAACTCTGGCGGAAATCT  R:CGATGTTGCCGTTGACGATC | 158 | 94.5 | 0.991 |
| TRINITY_DN19691_c0_g1 | F:ACGCCACTGACCTGGAAAAT  R:TCCCAGATGTTGATTGCGCT | 214 | 105.9 | 0.995 |
| TRINITY_DN25425_c0_g4 | F:AATGTGTGTAGCTGACGCCA  R:GCGTCTCATCAAACCTCCCA | 163 | 108.5 | 0.994 |
| TRINITY_DN27537_c0_g1 | F:TTGAAGACTCACCGAACGGG  R:TGCTGGCAACCCAAATAGCT | 158 | 99.8 | 0.993 |
| TRINITY_DN20229_c0_g1 | F:TGCAGTGGAGATTGGAGCAG  R:TGTTGACGCCATTAGCCACT | 237 | 96.9 | 0.999 |
| TRINITY_DN22439_c0_g5 | F:CTGCGGAAATCGAATCTGGC  R:GTCTTGGGGAGTTGGGACAG | 185 | 102.3 | 0.998 |
| *TUB* | F:CTTACCACCCCCACATACGG  R:ATTGCTGACTGCCTCTGGAC | 179 | 97.8 | 1.000 |
| *PRS18* | F:CATCGCTCTGTCCTCGGTAC  R:TCGGTGTGCTTGACATCCAA | 216 | 102.3 | 0.999 |

# Supplementary material for: Expression analysis of genes related to cold tolerance in Dendroctonus valens
**Source:** PeerJ. 2021 Mar 9;9:e10864. doi: 10.7717/peerj.10864
**Supplement:** Table S2

**Table S2：Assembly statistics of *D. valens* transcriptome**

| **Type** | **Resource** |
| --- | --- |
| Total transcripts num | 90404 |
| Total unigenes num | 50677 |
| Total sequence base | 91263286 |
| Largest | 30967 |
| Smallest | 201 |
| Average length | 911.08 |
| N50 | 1803 |
| GC percent | 40.17 |
| BUSCO score | C:89.2%[S:84.9%,D:4.3%], F:6.9%, M:3.9%, n:978 |

How the deposited data were processed for this re-analysis (not part of the article)

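RNA-seq values of 12 libraries of *Dendroctonus valens* were used, each made from a single whole insect: 3 larvae and 3 adults collected in January (month mean temperature -7.36 °C, collection on day 19) and 3 larvae and 3 adults collected in May (18.82 °C, day 11). Stage and the labels cold and normal come from the sample records, the months from the paper's Methods and the notes to its Table 1. No sample was assigned by its values. The sex of the insects is not given in the sources used here.

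The authors trimmed the reads with SeqPrep and Sickle, assembled them without a genome with Trinity 2.8.5, and filtered the assembly with TransRate 1.0.3 and CD-HIT 4.5.7. They placed the reads of each library on the unigenes with Bowtie2 2.3.5.1, quantified them with RSEM 1.2.31, and tested differential expression with DESeq2 1.24.0. The values deposited by the authors are FPKM (fragments per kilobase of unigene, scaled to the mapped fragments of the library) rounded to 2 decimals, for 58956 unigenes in each library, with no scaling between libraries stated. The paper's text gives 50677 unigenes and a deletion of sequences contaminated by nematodes, and no unigene was left out here for either. Of these 58956 unigenes 1974 are listed at 0 in all 12 libraries. FPKM is the unit of all RNA-seq values given here. The design had been written first for counts, with limma-trend as the test to use if the deposited unit was FPKM, and that second form was therefore applied.

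All computing used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. FPKM were turned into log2(FPKM + 1) and fitted gene by gene with limma, with the trend option of its empirical Bayes step. A unigene entered a test when it reached 1 FPKM in at least 3 of the libraries of that test: 11635 unigenes in larvae, 23423 in adults, 10726 in both and 28117 in the fit of all 12 libraries. January was compared with May within each stage, with the 6 libraries of that stage only. The stage by month interaction, larval minus adult log2 fold change, was tested over all 12 libraries with one shared spread. Tests are two-sided, p-values were adjusted by the method of Benjamini and Hochberg over all unigenes of a test, and a unigene is called at an adjusted p under 0.01 with an absolute log2 fold change of at least 1. The added 1 pulls the log2 fold changes of weakly expressed unigenes toward 0. Shares of a library and other values per library were compared with exact permutation tests, whose smallest p for 3 against 3 is 0.1. The common set is the set of unigenes called in both stages, set beside the number that independent lists of the same sizes would share.

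Table 1 of the paper gives 6.14 to 8.23 Gb of clean bases per library. Because FPKM carry no read numbers, the counting error of a single value is not known, and precision comes from the spread among the 3 insects of a group alone. The fits were tested on simulated data with the means and spread of these libraries, with 300 changed unigenes per fold change over 3 simulations of each stage. At a log2 fold change of 4 they recovered 63% of the changed unigenes in larvae and 76% in adults, and at 2 they recovered 2% and 4.7%, with 2 and 14 false calls. Adjustment is stricter where few unigenes change, so these shares are not the recovery in the real libraries.

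Unigenes are named by a rule: the 14 unigenes of the qPCR figures and TRINITY_DN27539_c3_g1 of Table S1, the members of the gene lists, the 10 higher and 10 lower unigenes of each comparison with the largest absolute log2 fold change among those called with groups that do not overlap and a named match, and the 5 most abundant unigenes of each group. The values of Table S3 and of the figures had been seen when the rule was written. Gene lists were set by keyword, GO term, KEGG pathway or species of the best match in the first 712 rows of Table S3 or the first 1999 rows of the Nr annotation. As these are parts of both tables, no overlap, enrichment or set test was run on them. Lists with fewer than 6 members are reported as single unigenes without counts. Of each list a few examples are given, chosen after the values had been seen, as were the other unigenes named outside the rule. List counts are given after adjustment over all unigenes tested and over the list alone.

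The groups, tests, thresholds, lists, naming rule and most alternatives were fixed before the data were examined. These alternatives are smaller added values, no filter on low values, the replicate number as a block, an adjusted p under 0.05, no minimum fold change, all 12 libraries in one fit for the tests within a stage, and each library left out in turn. Another 6 were chosen after the values had been seen: 4 scalings of the libraries, the run without January larva 3 and May larva 1, and the run without the unigenes that these larvae share. For the scalings, each library was divided by its median ratio to the geometric mean of the libraries, or all libraries were brought to an equal sum, with or without the 20 most abundant unigenes. The ratios were taken over the unigenes tested that are above 0 in every library of the fit, or over those of them with a *D. ponderosae* match. Unigenes at 0 in any of these libraries had no part in the ratios. Other groupings of the libraries were examined by testing all 10 splits of the 6 libraries of each stage into 3 and 3, and, for the interaction, 100 distinct splits drawn from the 200 that move the months within stages.

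The qPCR values were taken from the paper's supplement and compared as log2 ratios of January to May. Sequences, reads and the complete annotation were not used here, and alternatives that need read counts were not run. Enrichment of GO terms and pathways among all DEGs was not analysed here.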

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

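The splits of the libraries were planned, and the tests of the shared unigenes, of the excess of higher calls and of the mitochondrial unigenes were chosen after those results had been seen.

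January larva 3 and May larva 1 share 4823 unigenes that stay under 0.1 FPKM in every other larva, a signal in unigenes the paper does not discuss that takes 4.88% of the FPKM of January larva 3. Over them January larva 3 correlates with the 3 January adults at 0.824, 0.801 and 0.875 but with May larva 1 at 0.393, so the levels within the set differ between the pair of larvae. A row in the part of the Nr annotation used here exists for 23 of them, where their share of all unigenes would give 163.53. Of the 23, 8.7% match *D. ponderosae* against 70.5% of all rows, and 9 match a nematode, against 51 of all 1999 rows. The HSP90 TRINITY_DN20846_c0_g2 with nearly this profile matches a nematode too. These few rows lie far from the profile of the beetle, but with 0.477% of the set covered, and by the first part of a table from a study that deleted nematode sequences, another organism in or on the insects and beetle genes used by some larvae cannot be told apart for the set. No biological explanation was tested, since the larvae with the unigenes come 1 from each month and the design gives no other condition.

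In both stages calls higher in January outnumber lower ones, by 8.83 to 1 in larvae and 6.57 to 1 in adults. The adult excess turns without any rescaling in one fit of all 12 libraries (466 higher and 632 lower) and without January adult 2 (14 and 25). It is small without May adult 3 (26 and 24) and stays under the other alternatives set before the data were examined. A few unigenes taking most of the FPKM are not the whole cause, as without the 20 most abundant the excess is still 8.24 to 1 in larvae and 2.11 to 1 in adults, nor are the unigenes shared by January larva 3 and May larva 1 in adults, where all others give 3.76 to 1. More unigenes in use in January larvae cannot be told apart from an effect of scaling, because the January and May numbers of unigenes present overlap (exact permutation p = 0.2). The scaling itself stays open, since the excess is 1.46 to 1 in larvae and 1.02 to 1 in adults with median-of-ratios scaling, 1.71 and 6.08 to 1 with *D. ponderosae* scaling and 12.4 and 4.15 to 1 with an equal FPKM sum, and FPKM are relative values that cannot say whether total RNA changed. A broad rise in winter is the biological alternative given by the months. Among adult unigenes with a *D. ponderosae* match, FPKM as deposited give 29 higher and 45 lower of 986 tested. Their median log2 fold change is 0.0277. In adults these values argue against a broad rise for the unigenes they cover. In larvae 237 such unigenes are higher and 37 lower of 876 tested, with a median of 1.11. Sex and tissue composition are untested.

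The cytochrome oxidase subunit I unigene TRINITY_DN20652_c0_g1 (3287.74 FPKM on average in January adults and 0.107 in May adults), cytochrome b, TRINITY_DN20349_c0_g2, and TRINITY_DN20328_c0_g1 reach 100 FPKM in 7 libraries, all those of January and May larva 1, and stay under 10 in the other 5, a signal in unigenes the paper does not discuss. Another organism whose other transcripts reach 1 FPKM in each of the 7 libraries would bring many more unigenes. Only 4 unigenes, these 3 among them, reach 1 FPKM in the 7 and there exceed 10 times their highest value in the 5. Another set of 7 libraries has up to 325. The 3 stand at 1406 FPKM or more in the 7. An organism whose other transcripts fall under 1 FPKM in any of the 7 is therefore not excluded. The identity to the best match is 87.2% for subunit I and 83.2% for cytochrome b. A wrong month for May larva 1 is argued against by its mean correlation with the January larvae over *D. ponderosae* matches, 0.773 against 0.951 with the other May larvae (difference -0.178). Another contig taking the mitochondrial reads of the 5 libraries cannot be told apart from a real absence: 0 unigenes have the reverse profile, but the reads can fall on unigenes that are high in all libraries. Month alone does not account for the pattern, as May larva 1 carries it, so a haplotype or population difference among insects may be behind it and was not tested.

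The number of unigenes whose change differs between larvae and adults is 455 of 28117 with limma, 142 of them not tested in both stages. Of 100 distinct splits of the months within stages, drawn from 200, 2 give as many: the real one and the one that swaps the months in adults alone. In the latter the changes of both stages add up (2552, the highest), and the other 98 give at most 53. Each of these 98 mixes the months within at least 1 stage. The month effect then enters the spread, and few calls come whether or not the stages differ. The splits therefore cannot tell whether an accidental grouping of the libraries gives this count. At an unadjusted p under 0.05 the real split has 6880 and 7 others have more, up to 12761, of which 6 keep the months of the adults together, so the month effect of the adults alone fills such numbers and they do not set the real split apart. For larvae 1 of 10 splits gives as many calls as the 4149 found, the real one (at most 2 in the others), and for adults 1 of 10 as many as the 7632 found, with limma calling 0 in each other split (up to 1685 at an unadjusted p under 0.05), and 10 splits are too few for a share under 0.05. TRINITY_DN20229_c0_g1 changes differently in larvae and adults (difference of log2 fold changes -7.98, standard error 1.23, adjusted p = 0.00538, or 0.0101 to 0.016 when any library but January larva 2 or January adult 1 is left out, range 0.00323 to 0.016 over its alternatives). TRINITY_DN22439_c0_g5 also differs between the stages (difference of log2 fold changes -8.03, standard error 0.80, adjusted p = 0.00155). For TRINITY_DN27207_c0_g1 the larval change is the larger (difference of log2 fold changes 4.38, standard error 0.55, adjusted p = 0.00288, or 0.0106 to 0.0109 without May larva 3 or May adult 3, range 0.00108 to 0.0123 over its alternatives).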

How the results depend on the processing

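The 4 scalings, the run without January larva 3 and May larva 1 and the run without the unigenes they share were chosen after the results had been seen. As reported, limma calls 4149 unigenes in larvae, 7632 in adults, 414 in both stages, 455 in the interaction, 8 over both stages among the 14 qPCR unigenes and 219 over both stages in the fixed gene lists. Dropping the minimum fold change leaves 4165, 7632, 417 and 455, within 1.5 times of these. None of the counts kept to within 1.5 times under every alternative run, and the cause was not tested except where named.

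With 0.1 added in place of 1 the adult count is 4607, the common count 261 and the interaction count 989, and with 0.01 added they are 982, 77 and 1102 and the lists have 125, while the larval count stays within 1.5 times (3917 and 3240). Without a filter on low values the counts are 374 in larvae, 1829 in adults, 28 common, 118 in the interaction, 5 qPCR and 52 list calls, over more unigenes. At an adjusted p under 0.05 they are 6263, 11607, 1414, 2449, 19 and, in the fixed gene lists, 335. In one fit of all 12 libraries, where the stages share one spread, the adult count is 1098 (466 higher and 632 lower) and the common count 257, against 4210 in larvae. The share of adult FPKM on nematode matches differs by 0.136 percentage points between the months, or by 1.84 when taken over annotated unigenes alone, with the same sign without any 1 adult.

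Same-numbered January and May samples do not deviate together (correlations -0.555, 0.093 and -0.420 in larvae, -0.320, 0.081 and -0.036 in adults), and not every sample correlates best with its own number, so the replicate numbers do not pair the insects. With the number as a block limma calls 0 unigenes in larvae (6419 at an unadjusted p under 0.05), 7411 in adults, 0 common, 33 in the interaction, 6 among the qPCR unigenes and 73 in the lists.

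Among the scalings, median-of-ratios scaling gives 20 qPCR calls, *D. ponderosae* scaling 2747 larval and 16 qPCR calls, an equal FPKM sum 805 interaction calls, and an equal sum without the 20 most abundant unigenes 1597 interaction and 15 qPCR calls, with the other counts within 1.5 times (adults 5362 to 8687, common 299 to 546). Without January larva 3 and May larva 1 limma calls 0 unigenes in larvae (5439 at an unadjusted p under 0.05) and 0 common ones, 248 in the interaction, 5 qPCR and 98 list calls. The larval fit then holds 2 larvae per month and no other pair was left out, so smaller groups alone may give this loss. Without the unigenes these larvae share there are 3738 adult and 769 interaction calls, fewer adult unigenes being tested.

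Leaving out 1 library, limma calls 953 (without May larva 1) to 3380 (without January larva 2) unigenes in larvae, 39 (without January adult 2) to 9075 (without January adult 3) in adults, 8 (without January adult 2) to 699 (without January adult 3) in both, 38 (without May adult 3) to 400 (without January adult 3) in the interaction, 5 (without May adult 3) to 8 (without January larva 1) among the qPCR unigenes, and 124 (without January adult 2) to 232 (without January adult 3) in the fixed gene lists. A group then holds 2 libraries, so fewer samples are part of each loss. For 328 named unigene and stage pairs, 4567 of 5904 results kept their side of the thresholds, 1149 lost the call, 188 gained it and 0 turned to a call in the other direction.

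Alternatives that need read counts were not run: the count-based quasi-likelihood and Wald tests with their size factors, TMM with or without the 20 most abundant genes, library size alone, and the filters of at least 10 or at least 1 count. Because FPKM replace counts, depth limits every value near 0: the lowest values do not separate rare transcripts from absent ones, and the fold of a unigene listed at 0 in a group was not given. The simulated libraries had 300 changed unigenes per fold change over 3 simulations of each stage. In them a log2 fold change of 2 was recovered for 2% of larval and 4.7% of adult changed unigenes. Adjustment is stricter where few unigenes change, and limma calls 4149 in larvae and 7632 in adults in the real libraries. The simulated shares are therefore not the recovery in the real libraries, where unigenes not called may still have changed.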

Differences from the paper's values

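All scalings named here, and the run without the unigenes shared by January larva 3 and May larva 1, were chosen after the values had been seen. The other alternatives were set before the data were examined. The paper's counts come from its DESeq2 test on counts and those here from limma on FPKM, at the same thresholds. How that test scaled the libraries is not stated, and the FPKM as reported were not rescaled. In larvae median-of-ratios scaling gives 100% of the Table S3 unigenes tested the paper's sign, against 96.5% as reported. The median of the paper's log2 fold change minus that here is then 0.043, against -1.215. *D. ponderosae* scaling does much the same but the equal sums do not. The larval gap in log2 fold changes goes largely with scaling. Lower larval DEGs stay at 1139 against 1902 in the paper. The paper's text gives 50677 unigenes where the FPKM cover 58956, and whether its tests ran on the smaller set is not known here.

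In larvae the paper's share of DEGs higher in January is 56.64% and the share here 89.8%, and its number of lower DEGs is the paper's 1902 against 422. Under none of the alternatives set before the data were examined that give a value does either come within 1.5 times of the paper's. The share does with median-of-ratios scaling (59.3%) and *D. ponderosae* scaling (63.1%), both chosen after seeing the values, which leave uncalled 213 and 219 of the 636 unigenes tested in larvae from the first 712 rows of the paper's Table S3, against 245 as reported. For adults the paper's number of higher DEGs is 3670 and the number here 6624. It comes within 1.5 times of the paper's with 0.1 added (3966) and without May adult 2 (4194), and not under the other alternatives set before. The paper's lower DEGs in adults are 2421 against 1008, within 1.5 times at an adjusted p under 0.05 (2037) and under no other alternative set before.

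Of the settings chosen after seeing the values, median-of-ratios scaling (2997 higher, 2924 lower) and an equal sum without the 20 most abundant unigenes (3638 and 1724) bring both adult numbers within 1.5 times and leave uncalled 290 and 337 of the 674 Table S3 unigenes tested in adults, against 385 as reported. An equal FPKM sum (4647) and the run without the shared unigenes (2985), also chosen after seeing the values, do so for the higher ones and leave 413 and 454 uncalled. The adult log2 fold changes go the other way: over the 674 the median of the paper's Table S3 value minus the value here is -0.283 as reported but 0.94 with median-of-ratios scaling and 0.511 with an equal sum without the 20 most abundant unigenes, against 0.04 with an equal FPKM sum and -0.221 with *D. ponderosae* scaling. In larvae it is -1.215 as reported over the 636, and 0.043, -1.147, -1.431 and -0.032 with these 4 in the same order.

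The paper's common DEGs number 1140 and those here 414, within 1.5 times at an adjusted p under 0.05 (1414) and under no other alternative set before. The paper has 505 common DEGs lower in both stages against 118 here, the paper's 168 higher in larvae and lower in adults stand against 41, and the paper's 97 lower in larvae and higher in adults against 2. Under no alternative set before the data were examined do any of these 3 come within 1.5 times. For those lower in both, median-of-ratios scaling does (417), chosen after seeing the values, with the 213 larval and 290 adult Table S3 unigenes left uncalled as above.

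The log2 fold changes of the qPCR unigenes in the paper's Table S3 lie further from 0 than those here for these 7 in larvae: TRINITY_DN22243_c0_g1, -4.22 in the paper and -2.55 here, TRINITY_DN18757_c0_g2, -2.23 in the paper and -0.87 here, TRINITY_DN21780_c1_g1, -2.52 in the paper and -1.17 here, TRINITY_DN22610_c0_g2, -1.85 in the paper and -0.49 here, TRINITY_DN22377_c1_g1, -4.05 in the paper and -1.73 here, TRINITY_DN19691_c0_g1, -2.48 in the paper and -1.15 here, and TRINITY_DN22439_c0_g5, -3.37 in the paper and -1.93 here. None of these comes within the replicate SD of the paper's value under any alternative set before the data were examined. All 7 do so with median-of-ratios scaling (-3.77, -2.24, -2.52, -1.85, -2.95, -2.51 and -3.30 in the order above) and with *D. ponderosae* scaling (-3.71, -2.16, -2.45, -1.78, -2.88, -2.44 and -3.23), chosen after seeing the values, which leave 213 and 219 larval Table S3 unigenes uncalled.

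In adults TRINITY_DN22243_c0_g1 stands at -2.61 in the paper and -2.22 here, and comes within the replicate SD with 0.1 or 0.01 added (-2.35 and -2.37), without January adult 2 (-2.36) or without May adult 3 (-2.38), and not under the other alternatives set before. TRINITY_DN22610_c0_g2 stands at -1.77 in the paper and -1.50 here, and comes within it without January adult 2 (-1.62) or without May adult 1 (-1.67), and not under the others. An equal FPKM sum reaches both (-2.54 and -1.83) and *D. ponderosae* scaling the second (-1.56), chosen after seeing the values, with 413 and 305 adult Table S3 unigenes uncalled.

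The paper took its 14 qPCR unigenes from its common DEGs, and 11 of them are not called here in larvae: the 7 above, TRINITY_DN20229_c0_g1, TRINITY_DN26187_c0_g1, TRINITY_DN26090_c0_g1 and TRINITY_DN25425_c0_g4. In adults 9 are not: TRINITY_DN18757_c0_g2, TRINITY_DN21780_c1_g1, TRINITY_DN22610_c0_g2, TRINITY_DN22377_c1_g1, TRINITY_DN19691_c0_g1, TRINITY_DN26187_c0_g1, TRINITY_DN26090_c0_g1, TRINITY_DN25425_c0_g4 and TRINITY_DN27207_c0_g1. Among the alternatives set before the data were examined, an adjusted p under 0.05 calls TRINITY_DN22243_c0_g1, TRINITY_DN19691_c0_g1, TRINITY_DN20229_c0_g1 and TRINITY_DN22439_c0_g5 in larvae and all of the 9 in adults but TRINITY_DN26090_c0_g1 and TRINITY_DN27207_c0_g1. One fit of all 12 libraries calls TRINITY_DN22243_c0_g1 and TRINITY_DN20229_c0_g1 in larvae. The first of these is also called there without January larva 1, and TRINITY_DN22377_c1_g1 is called in larvae without May larva 3 and in adults with the replicate block.

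Median-of-ratios scaling, chosen after seeing the values and leaving 213 larval and 290 adult Table S3 unigenes uncalled, calls TRINITY_DN22243_c0_g1, TRINITY_DN18757_c0_g2, TRINITY_DN21780_c1_g1, TRINITY_DN22610_c0_g2 and TRINITY_DN19691_c0_g1 in larvae and all of the 9 in adults but TRINITY_DN27207_c0_g1. *D. ponderosae* scaling, likewise chosen after seeing the values and leaving 219 and 305 uncalled, calls the same in larvae but TRINITY_DN22610_c0_g2, and in adults TRINITY_DN18757_c0_g2, TRINITY_DN22610_c0_g2, TRINITY_DN22377_c1_g1 and TRINITY_DN26187_c0_g1. In adults an equal sum without the 20 most abundant unigenes, chosen after seeing the values and leaving 337 uncalled, calls all of the 9 but TRINITY_DN26090_c0_g1 and TRINITY_DN27207_c0_g1, and an equal FPKM sum, also chosen after seeing the values and leaving 413 uncalled, calls TRINITY_DN18757_c0_g2 and TRINITY_DN22610_c0_g2. TRINITY_DN26187_c0_g1, TRINITY_DN26090_c0_g1 and TRINITY_DN25425_c0_g4 in larvae and TRINITY_DN27207_c0_g1 in adults are called under no setting run.

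The paper describes its common DEGs as lower in both stages more often than higher, whereas here 253 are higher in both and 118 lower. Lower ones prevail here, among alternatives set before the data were examined, without January adult 2 (2 higher and 5 lower), without May adult 1 (48 and 55) and without May adult 3 (3 and 5). They also prevail with median-of-ratios scaling (32 and 417), *D. ponderosae* scaling (185 and 203) and an equal sum without the 20 most abundant unigenes (87 and 148), chosen after seeing the values with 213, 219 and 246 larval Table S3 unigenes uncalled. The paper also reports heat shock proteins, HSP70 and HSP90 among them, as higher in winter in both stages. Here the HSP70-4 match TRINITY_DN19968_c0_g1 rose in both stages, in adults not with median-of-ratios scaling or an equal sum without the 20 most abundant unigenes, but the HSP70 A1-like TRINITY_DN26176_c0_g3 (log2 fold change -4.73) and cognate 3, TRINITY_DN22210_c3_g1 (-2.43), fell in larvae, and the HSP90 TRINITY_DN20846_c0_g2, which best matches a nematode, rose in adults and did not pass in larvae or in the interaction test. HSP20 was not analysed here.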

Other observations

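The gene groups below were fixed in advance, and their scalings were chosen after the values had been seen. Purine metabolism supplies nucleotides and, in insects, uric acid for excretion. Of 10 unigenes of this pathway in Table S3, not independent evidence, limma calls 2 higher and 2 lower of 9 tested in larvae (2 higher and 2 lower adjusted over the list alone) and 2 higher and 1 lower of 9 tested in adults (2 higher and 1 lower adjusted over the list alone). Purine nucleoside phosphorylase 1, TRINITY_DN19630_c0_g1, fell in larvae (log2 fold change -5.46, standard error 0.47, adjusted p = 0.00113) and in adults (log2 fold change -1.90, standard error 0.41, adjusted p = 0.00479, or 0.0122 to 0.0248 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00279 to 0.0276 over its alternatives). Adenylosuccinate synthetase, TRINITY_DN23265_c0_g1, the first step from IMP to AMP, rose in larvae (log2 fold change 4.00, standard error 0.40, adjusted p = 0.00113) and differs between the stages (difference of log2 fold changes 5.43, standard error 0.55, adjusted p = 0.00155). An apyrase, TRINITY_DN20553_c0_g1, fell in larvae (log2 fold change -4.13, standard error 0.81, adjusted p = 0.00585, or 0.011 to 0.024 without January larva 1, January larva 2, January larva 3, May larva 1 or May larva 3, range 0.00272 to 0.0515 over its alternatives). Of 6 beetle proteases in the Nr annotation used here limma calls 1 higher of 4 tested in larvae (1 higher adjusted over the list alone) and 0 of 4 tested in adults (0 adjusted over the list alone, and 0 at an unadjusted p under 0.05 with limma). The higher one is the aminopeptidase N-like TRINITY_DN23116_c1_g1 (log2 fold change 3.81, standard error 0.37, adjusted p = 0.00113), which changed more in larvae than in adults (difference of log2 fold changes 3.62, standard error 0.61, adjusted p = 0.00776, or 0.0132 to 0.024 when any library but January adult 3 is left out, range 0.00237 to 0.0333 over its alternatives, not called with median-of-ratios scaling or *D. ponderosae* scaling). With a library withheld the larval count of the purine pathway becomes 1 higher and 1 lower without May larva 1, 1 higher and 2 lower without May larva 2 and 2 higher and 1 lower without any one of the others. Then in adults the count of the purine pathway becomes 1 higher without January adult 1, 1 higher and 1 lower without May adult 2 and 0 without January adult 2, May adult 1 or May adult 3 (5 at an unadjusted p under 0.05). Under other scalings there are in larvae 2 higher and 5 lower with median-of-ratios scaling and 2 higher and 4 lower with *D. ponderosae* scaling, and in adults 3 lower with median-of-ratios scaling, 2 higher and 2 lower with *D. ponderosae* scaling, 1 higher and 1 lower with an equal FPKM sum and 2 lower with an equal sum without the 20 most abundant unigenes, all for the purine pathway. For the proteases the scalings give in adults 1 lower with median-of-ratios scaling.

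Flight and body-wall muscle, dividing tissue and the senses were covered by lists from the Nr annotation that were not selected by outcome. Over all unigenes tested 3727 of 11635 are higher and 422 lower in larvae, and 6624 of 23423 higher and 1008 lower in adults. The lists were not tested against these shares. Of 6 beetle muscle genes limma calls 2 higher of 3 tested in larvae (2 higher adjusted over the list alone) and 2 lower of 5 tested in adults (3 lower adjusted over the list alone). The titin-like TRINITY_DN16938_c1_g1 rose in larvae with FPKM as deposited but not with median-of-ratios or *D. ponderosae* scaling (log2 fold change 2.12, standard error 0.38, adjusted p = 0.00428, or 0.011 to 0.0193 without January larva 1, May larva 1, May larva 2 or May larva 3, range 0.00247 to 0.11 over its alternatives), and the obscurin homologue unc-89-like TRINITY_DN27091_c0_g2 fell in adults (log2 fold change -3.52, standard error 0.52, adjusted p = 0.00205, or 0.0133 without January adult 2 and 0.0114 without May adult 3, range 0.00153 to 0.0137 over its alternatives). Of 7 genes of the cell cycle and DNA replication limma calls 2 higher of 6 tested in larvae (3 higher adjusted over the list alone) and 0 of 7 tested in adults (0 adjusted over the list alone, and 2 higher at an unadjusted p under 0.05 with limma). The spindle checkpoint protein MAD2A, TRINITY_DN23257_c0_g4, rose in larvae (log2 fold change 2.25, standard error 0.33, adjusted p = 0.00227, or 0.0151 without May larva 1 and 0.0101 without May larva 2, range 0.00184 to 0.0484 over its alternatives). Of 10 E3 ligases limma calls 2 higher of 8 tested in larvae (2 higher adjusted over the list alone) and 0 of 8 tested in adults (0 adjusted over the list alone, and 1 higher and 1 lower at an unadjusted p under 0.05 with limma). Of 6 beetle ribosomal proteins limma calls 0 of 4 tested in larvae (0 adjusted over the list alone, and 0 at an unadjusted p under 0.05 with limma) and 1 higher of 4 tested in adults (4 higher adjusted over the list alone), the higher one being L13, TRINITY_DN23156_c0_g10, which of the 4 scalings is called only with *D. ponderosae* scaling (log2 fold change 1.67, standard error 0.42, adjusted p = 0.00907, or 0.0126 to 0.0516 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3, range 0.00783 to 0.392 over its alternatives). Of 7 odorant and taste receptors 1 was tested in larvae, TRINITY_DN21849_c0_g2, and it rose there except with median-of-ratios or *D. ponderosae* scaling (log2 fold change 2.07, standard error 0.44, adjusted p = 0.00794, or 0.0103 to 0.0332 without January larva 1, January larva 2, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.00472 to 0.112 over its alternatives), and none was tested in adults. Of 22 retrotransposon unigenes limma calls 2 higher and 1 lower of 5 tested in larvae (3 higher and 1 lower adjusted over the list alone) and 0 of 6 tested in adults (0 adjusted over the list alone, and 2 lower at an unadjusted p under 0.05 with limma). The adult-specific rigid cuticular protein match TRINITY_DN17968_c0_g1 rose in larvae (log2 fold change 2.24, standard error 0.30, adjusted p = 0.00177, or 0.0134 without May larva 1, range 0.000266 to 0.0737 over its alternatives). None of the 4 sperm and testis markers reached the level for a test in either stage.

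After leaving out 1 library the larval count of muscle genes becomes 1 higher without January larva 1, May larva 2 or May larva 3 and 0 without May larva 1 (2 at an unadjusted p under 0.05). The adult count of muscle genes is then 0 without January adult 2 or May adult 3 (3 at an unadjusted p under 0.05). Among larvae the count of the cell cycle is 1 higher without January larva 1, January larva 3, May larva 2 or May larva 3 and 0 without May larva 1 (3 at an unadjusted p under 0.05). The adult number of the cell cycle turns to 1 higher without January adult 3. For larvae the count of E3 ligases is 1 higher without January larva 1, January larva 2, May larva 2 or May larva 3 and 0 without January larva 3 or May larva 1 (3 to 4 at an unadjusted p under 0.05). The adult tally of ribosomal proteins is 0 without January adult 1, January adult 2, May adult 1, May adult 2 or May adult 3 (4 at an unadjusted p under 0.05) and 3 higher without January adult 3. Then in larvae the count of retrotransposons becomes 0 without May larva 1 (4 at an unadjusted p under 0.05) and 1 higher and 1 lower without January larva 1, January larva 3, May larva 2 or May larva 3. With the scalings there are in larvae 1 higher with median-of-ratios scaling or *D. ponderosae* scaling, all for muscle genes. For the cell cycle the scalings give in larvae 1 higher with median-of-ratios scaling, *D. ponderosae* scaling or an equal sum without the 20 most abundant unigenes. For E3 ligases the scalings give in larvae 0 with median-of-ratios scaling (3 at an unadjusted p under 0.05) and 1 higher with *D. ponderosae* scaling, and in adults 2 lower with median-of-ratios scaling and 1 lower with *D. ponderosae* scaling or an equal sum without the 20 most abundant unigenes. For ribosomal proteins the scalings give in adults 0 with median-of-ratios scaling, an equal FPKM sum or an equal sum without the 20 most abundant unigenes (0 to 4 at an unadjusted p under 0.05) and 2 higher with *D. ponderosae* scaling. For retrotransposons the scalings give in larvae 1 higher and 1 lower with median-of-ratios scaling or *D. ponderosae* scaling, and in adults 1 lower with median-of-ratios scaling or an equal sum without the 20 most abundant unigenes.

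Lists by best match cover vertebrates, plants and database entries set as bacterial in type. Of 69 vertebrate matches limma calls 3 higher and 1 lower of 7 tested in larvae (4 higher and 1 lower adjusted over the list alone) and 1 higher of 10 tested in adults (1 higher adjusted over the list alone). They take 0.00700 ± 0.00580% of the FPKM in January larvae and 0.00109 ± 0.000529% in May larvae (SD, n = 3, exact permutation p = 0.1), and 0.00630 ± 0.00338% and 0.00392 ± 0.000880% in adults (exact permutation p = 0.3). Of 21 matches to *Eumeta japonica* or *Pantholops hodgsonii*, the list set for bacterial-type sequences, limma calls 0 of 1 tested in larvae (0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05 with limma) and 0 of 2 tested in adults (0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05 with limma), and their shares are 0.00266 ± 0.000224% and 0.00208 ± 0.00339% in larvae (exact permutation p = 1) and 0.00959 ± 0.0152% and 0.000412 ± 0.000537% in adults (p = 0.2). Of 11 matches to plastid proteins 1 was tested, in adults, and not called, and their shares are 0.000310 ± 2.36e-05% and 0.000257 ± 0.000131% in larvae (exact permutation p = 0.7) and 0.000490 ± 0.000125% and 0.00104 ± 0.000331% in adults (p = 0.1). Leaving out single libraries the larval count of vertebrate matches becomes 1 lower without May larva 1, 1 higher and 1 lower without May larva 2 or May larva 3 and 5 higher and 1 lower without January larva 1. The adult count of vertebrate matches is then 0 without January adult 2 or May adult 3 (1 at an unadjusted p under 0.05). Among adults the count of the *Eumeta* or *Pantholops* matches is 1 higher without May adult 1. Rescaled there are in larvae 1 lower with median-of-ratios scaling or *D. ponderosae* scaling, all for vertebrate matches.

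TRINITY_DN27539_c3_g1, a primer target of Table S1, fell in larvae (log2 fold change -2.59, standard error 0.47, adjusted p = 0.00457, or 0.0139 to 0.018 without January larva 1, January larva 3, May larva 1, May larva 2 or May larva 3, range 0.000785 to 0.0457 over its alternatives) and did not pass in adults (log2 fold change -0.78, standard error 0.50, adjusted p = 0.223). The paper's qPCR statistics use fewer than 3 values in 8 of 28 larval and 12 of 28 adult groups of the supplement.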
